# Phenotype-Specific Transcriptomic Responses to Glucocorticoid Signaling in the Prefrontal Cortex and Dorsal Raphe Nucleus Following Chronic Social Stress

**DOI:** 10.3390/ijms27146442

**Published:** 2026-07-20

**Authors:** Polina Ritter, Anastasiia Shuliupova, Vasiliy Reshetnikov, Natalia Bondar

**Keywords:** chronic stress, HPA axis, dexamethasone, glucocorticoid signaling, RNA-seq, prefrontal cortex, dorsal raphe nucleus, stress resilience

## Abstract

Chronic stress produces marked individual differences in behavioral adaptation and glucocorticoid sensitivity, but the molecular basis of this variability remains poorly understood. Here, we examined transcriptional responses to glucocorticoid receptor activation after chronic social defeat stress (CSDS) in male C57BL/6J mice. Based on behavioral responses during social interaction, stressed animals were classified into active coping strategy (AS) and passive coping strategy (PS) phenotypes. A total of 24 h after the final stress session, mice received 2 µg/g of dexamethasone (DEX) or a saline injection, and transcriptomic profiling of the prefrontal cortex (PFC) and dorsal raphe nucleus (DRN) was performed 6 h later using RNA sequencing. Chronic stress induced pronounced phenotype- and region-specific transcriptional alterations. The PFC showed extensive stress-associated gene expression changes, particularly in PS animals, whereas the DRN displayed comparatively fewer differentially expressed genes. Functional enrichment analysis nevertheless revealed substantial pathway-level remodeling in both regions. PS animals exhibited extensive pathway reorganization in the DRN, while AS animals showed broader suppression of enriched biological pathways in the PFC. Acute DEX administration further revealed marked phenotype-dependent differences in glucocorticoid-responsive transcriptional programs, with the strongest response observed in AS animals. Together, these findings demonstrate that chronic stress establishes distinct transcriptional states that shape subsequent DEX-induced transcriptional responses in a phenotype- and brain region-specific manner. Our results provide new insight into the molecular mechanisms underlying heterogeneity in stress adaptation.

## 1. Introduction

Stress is a fundamental adaptive response that enables organisms to cope with environmental challenges; however, chronic stress leads to profound and often maladaptive changes in both peripheral systems and the brain. A central mediator of these effects is the hypothalamic–pituitary–adrenal (HPA) axis, which regulates glucocorticoid secretion and coordinates systemic and neural responses to stress. Glucocorticoids act on virtually all brain regions, modulating transcriptional programs, synaptic plasticity, and cellular homeostasis. Under chronic stress conditions, however, this system becomes dysregulated, resulting in altered glucocorticoid feedback sensitivity and impaired glucocorticoid receptor (GR) signaling.

Accumulating evidence indicates that chronic stress does not induce a uniform biological state but instead gives rise to multiple adaptive trajectories characterized by distinct patterns of HPA-axis regulation and glucocorticoid sensitivity. Both clinical and preclinical studies indicate that individuals exposed to similar stressors may develop markedly different behavioral and physiological outcomes, ranging from vulnerability to resilience. This variability is paralleled by differences in HPA-axis function, including altered basal glucocorticoid levels and impaired negative feedback. While the dexamethasone suppression test (DST) has long been used to assess HPA-axis integrity, its inconsistent predictive value suggests that it captures only part of a more complex, multidimensional stress-response landscape.

In our previous work, we addressed this heterogeneity by characterizing HPA-axis responsiveness to synthetic glucocorticoid dexamethasone (DEX) in mice subjected to chronic social defeat stress. Using DEX as a probe of feedback sensitivity, we demonstrated that chronically stressed animals segregate into distinct response clusters defined by their basal corticosterone levels and degree of DEX-induced suppression [1]. Importantly, these clusters were not only endocrinologically distinct but also exhibited divergent behavioral phenotypes and differential expression of HPA axis-related genes across the hypothalamus and adrenal glands. These findings indicate that chronic stress gives rise to multiple, biologically meaningful adaptive trajectories rather than a single pathological state.

Consistent with this, we and others have shown that chronic stress disrupts GR-dependent regulation at multiple levels of the HPA axis, leading to altered gene expression responses to DEX and suggesting the development of glucocorticoid resistance [2,3,4,5,6]. Moreover, longitudinal analyses indicate that glucocorticoid-sensitive transcriptional programs are initially activated during early stress exposure but become attenuated with prolonged stress, pointing to a dynamic reorganization of GR signaling over time [7]. Together, these findings suggest that variability in DEX responsiveness reflects underlying differences in GR signaling capacity and feedback regulation.

At the neural level, chronic stress induces highly region- and phenotype-specific molecular changes. In established models such as chronic social defeat stress, susceptible and resilient individuals show distinct transcriptional and epigenetic signatures across multiple brain regions, including the prefrontal cortex (PFC) and dorsal raphe nuclei (DRN). Susceptibility is often associated with widespread transcriptional dysregulation, particularly in pathways related to synaptic function and neuronal plasticity, whereas resilience may involve more constrained or adaptive transcriptional responses [8,9]. Importantly, these patterns are not uniform: depending on the brain region and experimental context, resilient phenotypes may exhibit either enhanced or more tightly regulated gene expression programs, suggesting active and region-specific adaptation mechanisms.

The PFC and DRN are particularly relevant in this context. The PFC serves as a key hub for cognitive control and regulation of stress responses and is highly sensitive to chronic stress-induced alterations in excitatory/inhibitory balance and transcriptional regulation [10]. The DRN, as the primary source of serotonergic projections to the forebrain, plays a central role in shaping coping strategies and affective behavior, with serotonergic activity directly influencing stress-related behavioral outcomes [11]. Both regions are well-established targets of glucocorticoids and are tightly integrated with the HPA-axis function.

Despite these advances, a critical gap remains: it is still unclear how systemic differences in HPA-axis regulation translate into region-specific molecular responses to glucocorticoids in the brain. In particular, it is unknown whether animals with distinct HPA- axis response profiles also differ in their transcriptional sensitivity to glucocorticoids across brain regions.

Here, we address this question by focusing on DEX as a controlled and mechanistically interpretable probe of glucocorticoid signaling. Building on our previous demonstration of distinct HPA-axis response phenotypes, we hypothesize that these phenotypes will exhibit differential transcriptional responses to DEX in stress-relevant brain regions. Specifically, we propose that variability in systemic glucocorticoid sensitivity will be reflected in region-specific patterns of gene regulation in the PFC and DRN.

In this study, we analyze transcriptomic changes in the prefrontal cortex and dorsal raphe nucleus following chronic stress and 6 h after DEX administration. By integrating stress exposure with pharmacological activation of glucocorticoid signaling, we aim to identify molecular pathways that differentially respond to glucocorticoids across stress-response phenotypes. This approach allows us to directly probe the functional sensitivity of brain regions to glucocorticoid regulation, providing new insight into the mechanisms underlying heterogeneity in stress adaptation.

## 2. Results

### 2.1. Behavioral Stratification Defines Passive and Active Coping Phenotypes

Using behavioral profiling in the agonistic confrontation test followed by clustering of responses during non-aggressive contact, we identified two subgroups of stressed mice that differed in coping strategy: PS (passive coping strategy) and AS (active coping strategy). AS animals exhibited significantly higher escape during partner attacks and increased active behaviors with reduced freezing during non-aggressive contact compared to PS (Mann–Whitney U test, *p* < 0.05), whereas PS mice showed the opposite pattern, characterized by predominant passive behavior (freezing) (Figure 1B).

### 2.2. Distinct Transcriptional Responses to Chronic Stress and Dexamethasone

#### 2.2.1. Chronic Stress-Induced Differential Expression

We assessed stress-induced transcriptional alterations in the PFC and DRN across the two subgroups of stressed mice, AS and PS, to determine how distinct behavioral responses relate to gene expression changes (Figure 2).

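For the PFC, 24 RNA-seq libraries were analysed, one per male C57BL/6 mouse, in 6 groups of 4: control, PS and AS animals, each 6 h after saline or 2 mg/kg DEX, with PS and AS animals exposed to 30 days of social defeat. The DRN libraries were not analysed here. The libraries were strand-specific, paired-end and made from poly(A) RNA. The authors trimmed reads with fastp, aligned them to mm10 with HISAT2, counted them on GENCODE vM22 genes with featureCounts and deposited counts divided by one size factor per library. Every deposited value was a whole number of reads times the worth of 1 read in its library, so reads could be recovered for 100% of the values. The recovered reads on genes ran from 21121869 to 59439645 per library, with a median of 24420130. Their median (and range) was 22869703 (21121869 to 24753489) in saline-treated controls, 23492572 (21252256 to 24086770) in DEX-treated controls, 24008146 (21493398 to 59439645) in saline-treated PS, 24187702 (22253648 to 32055506) in DEX-treated PS, 34242532 (23481722 to 40268349) in saline-treated AS and 37876626 (24908942 to 52422858) in DEX-treated AS animals. Table S1 lists between 39081951 and 109779213 strand-specific reads per library. These were used only where library size was a covariate or a predictor, and the depths given here are the recovered reads on genes. Each mouse gave 1 library, so each library was counted as 1 replicate. All pairs of replicates differed by more than the sampling noise, with a chi-square per gene of 5.74 to 81.8, as separate animals do. The table holds 14074 genes, of which the 14060 genes that the authors tested were used. Of the 14074 genes, 13161 had at least 10 recovered reads in each library. One limma model over the 24 libraries was fitted to log2(normalized count + 1) with a mean per group, so that the 6 groups shared one estimate of the spread, and genes with a Benjamini-Hochberg adjusted p under 0.1 were called DEGs. Fold changes are on this scale, which understates the change of low genes. Values per gene are normalized counts as mean ± SD with n = 4 per group, and coordinates are those of mm10. The smallest p that an exact permutation test of 4 against 4 libraries can give is 0.0286.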

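With saline, 213 genes passed the limma threshold between PS and control animals, of which 101 rose and 112 fell, and 26 genes passed it between AS and control animals, of which 8 rose and 18 fell. Without saline-treated PS mouse 2 the PS count was 57, and without saline-treated AS mouse 44, which is in neither group of that comparison but shares the estimate of the spread, it was 350. The AS count was 12 without control mouse 109. Apart from leaving out single libraries, a fit on only the groups compared raised the PS count most, to 538, and a DESeq2 Wald test on the recovered reads raised the AS count most, to 98, while the AS count was 5 among genes with a mean of at least 100 normalized counts. The largest rises in PS among DEGs whose 4 PS libraries all lay above the 4 control libraries were Gm24187 and Gm24270, miRNA genes whose counts followed the percentage of ribosomal bases of the libraries. Gm24187 (chromosome 13, 9834469 to 9834525) had 35.7 ± 9.96 normalized counts in controls and 461 ± 493 in PS, a log2 fold change of 2.81 (SE 0.65, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0403). Gm24270 (chromosome 9, 56223715 to 56223771) rose from 145 ± 54.0 to 1496 ± 1498. The third, Gm37376, had 10.4 ± 3.70 in PS and at most 3 reads in each control library, so it was at least 2.57-fold higher. Without PS mouse 2, none of these 3 genes passed the threshold. Gm24187 also did not pass without PS mouse 62 or control mouse 106. Gm37376 did not pass in 13 of 17 other settings, among them edgeR and the fits without each of the PS saline libraries. The largest falls were in pseudogenes, which share sequence with other genes, so that their counts are uncertain. Rps12-ps9 (chromosome 8, 123206623 to 123207021) fell from 47.4 ± 15.3 to 1.96 ± 1.78 normalized counts, a log2 fold change of -4.22 (SE 0.48, limma with Benjamini-Hochberg adjustment, adjusted p = 2.19e-05), followed by Gm13339 at -3.33 and Rpl19-ps7 at -3.30. Pseudogenes made up 2.85% of the genes tested, but 46 of the 213 DEGs of PS and 13 of the 26 DEGs of AS. In AS, Lpl (chromosome 8, 68880491 to 68907448) rose from 285 ± 22.5 to 449 ± 49.8, a log2 fold change of 0.65 (SE 0.12, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0170). The lncRNA Gm4876 rose by 0.74 and the small nuclear RNA Gm25982 by 1.91 on the log2 scale, and the pseudogenes Rpl19-ps7, Rpl17-ps8 and Gm13339 had log2 fold changes of -2.86, -2.67 and -2.61. Without AS mouse 8 or without AS mouse 40, Lpl, Gm4876 and Gm25982 did not pass the threshold, and the 3 pseudogenes did. Lpl lost its call in only these 2 of 19 other settings, Gm4876 in 7 of 18 and Gm25982, among others with edgeR, in 9 of 17. Gm25982 had at most 5.40 normalized counts in each control library, so its fold change rests on few reads.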

In the PFC, gene expression alterations induced by chronic stress were markedly more pronounced in PS animals, with 431 DEGs relative to control, compared to 99 DEGs in AS. Only 11 genes differed between PS and AS, indicating that chronic stress elicited largely concordant transcriptional changes in both groups, while the magnitude of these changes was substantially greater in PS.

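Between saline-treated AS and PS animals, 0 genes passed the limma threshold after Benjamini-Hochberg adjustment, and 673 genes had an unadjusted p under 0.05. The DESeq2 Wald test gave 11 genes. The lists against control shared 19 DEGs, of which 5 rose and 14 fell in both phenotypes. Because both lists refer to the same 4 control libraries, unchanged groups were simulated against shared controls in 100 draws. The simulated groups shared a median of 0 DEGs and at most 1, so that 0 of the 100 draws reached 19. The draws were made from deviations within groups, so they hold no shift common to the 4 control libraries and cannot exclude one as the source. Such a shift stays open for pseudogenes, which made up 13 of the 26 DEGs of AS, all of them lower. At an unadjusted p under 0.05, 684 genes changed with the same sign in both phenotypes, against a simulated median of 54 and up to 1831, with 8 of the 100 draws as large. Across genes, which are not independent replicates, the log2 fold changes of PS and AS had Pearson's r = 0.715, where the simulated unchanged groups gave a median of 0.503 and 3 of the 100 draws were as large. The sign was the same for 74.7% of the genes, against a simulated median of 67.6%, with 14 of the 100 draws as large. Of the 213 DEGs of PS, 211 changed in the same direction in AS, with a median ratio of the AS to the PS log2 fold change of 0.636. The 211 genes are 99.1% of the list, against a median of 93.7% for the same number of genes in the simulated groups, with 22 of the 100 draws as large. Of the 26 DEGs of AS, 26 changed in the same direction in PS, with a median ratio of the PS to the AS log2 fold change of 0.990. As many genes in the simulated groups shared the sign with a median of 96.2%, and all of them did in 47 of the 100 draws. Each list was called in the group that forms the denominator of its ratio, so both ratios are pulled below 1 by that choice. From the few genes that differed between the phenotypes and the unequal counts of DEGs against control, the paper concludes that chronic stress changed expression largely concordantly in both groups and with a greater magnitude in PS.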

In the DRN, chronic stress was associated with a substantially smaller number of DEGs compared to the PFC. In AS, 11 genes were differentially expressed relative to control, whereas only 4 DEGs were detected in PS. Direct comparison between PS and AS revealed differential expression of a single gene (*Mid1*).

#### 2.2.2. Glucocorticoid Responsiveness Across Coping Phenotypes

Next, we examined transcriptional responses to dexamethasone 6 h after administration in the PFC and DRN by comparing DEX- and saline-treated animals within control, PS, and AS groups (Figure 3).

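The response of known targets of the glucocorticoid receptor (GR), which DEX activates, was used to check the treatment labels. Fkbp5 (chromosome 17, 28399094 to 28517527) rose from 796 ± 61.6 to 3820.1 ± 316 normalized counts in control, from 881 ± 91.0 to 3531 ± 276 in PS and from 889.8 ± 139 to 3355 ± 521 in AS animals. Its log2 fold changes were 2.26, 2.00 and 1.91 (SE 0.11 each, limma with Benjamini-Hochberg adjustment, adjusted p = 8.11e-13, 1.19e-11 and 3.36e-11). Tsc22d3 rose by 1.00, 1.11 and 1.08 and Sgk1 by 0.67, 0.79 and 0.81 on the log2 scale in control, PS and AS animals. For these 3 genes, the 4 DEX libraries lay above the 4 saline libraries in each phenotype. Nr3c1, which encodes the receptor, fell by 0.50 in control, 0.38 in PS and 0.28 in AS animals (limma with Benjamini-Hochberg adjustment, adjusted p = 0.00268, 0.0292 and 0.104). In AS animals it passed the threshold with quantile normalization, a fit on only the groups compared or the DESeq2 Wald test, and in PS animals it did not pass without DEX-treated mouse 34. A list of 20 GR target genes had a median log2 fold change of 0.68, 0.78 and 0.74, and 16, 17 and 15 of them were DEGs (17, 18 and 16 adjusted over the list alone). Gene sets were tested with limma's camera at a preset inter-gene correlation of 0.01. Of the 207 pairs of a set and a comparison, 101 passed an adjusted p under 0.05, of which 13 also passed with fry and 3 with an estimated correlation. Those 3 pairs are the GR targets after DEX in control, PS and AS animals. With the labels of the 24 libraries permuted, the median draw gave 75 of 207 pairs with camera, so a camera call alone is weak evidence.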

Consistent with basal stress effects, DEX-induced transcriptional changes were substantially more pronounced in the PFC than in the DRN across all groups.

In control animals, DEX induced differential expression of 1006 genes in the PFC. In contrast to basal stress-related effects, the magnitude of the DEX response in the PFC was smaller in PS animals (903 DEGs) but larger in AS animals (1614 DEGs).

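With limma, DEX changed 915 genes in control animals, of which 569 rose and 346 fell, and without DEX-treated control mouse 101 the count was 609. Among DEGs whose 4 DEX libraries did not overlap the 4 saline libraries, the largest rise was that of Lcn2 (chromosome 2, 32384633 to 32388252), from 2.30 ± 3.05 to 69.5 ± 22.0 normalized counts, a log2 fold change of 4.76 (SE 0.57, limma with Benjamini-Hochberg adjustment, adjusted p = 5.54e-06). The lncRNA Gm11827 (chromosome 4, 11122805 to 11126998) rose from 3.55 ± 1.76 to 54.8 ± 15.2 and Plin4 (chromosome 17, 56100591 to 56109803) from 85.2 ± 56.4 to 954 ± 87.8, log2 fold changes of 3.67 and 3.65. The largest falls were in ribosomal protein pseudogenes. Rpl36-ps2 had 19.5 ± 10.8 normalized counts with saline and at most 3 reads in each DEX library, so it was at least 4.97-fold lower. Gm11942 fell from 46.4 ± 19.2 to 7.85 ± 4.74 and Rpl19-ps7 from 54.8 ± 25.3 to 7.92 ± 1.04, log2 fold changes of -2.60 and -2.51. These pseudogenes were high in the saline-treated control libraries, to which the stress comparisons also refer, so both falls share the same 4 libraries.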

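With limma, 759 genes passed the threshold after DEX in PS animals (386 rose and 373 fell) and 1237 in AS animals (538 rose and 699 fell). With each library left out in turn, the AS count ran from 671, without saline-treated AS mouse 8, to 1980, without saline-treated AS mouse 44. In fits on only the groups compared, the counts were 757 in control, 817 in PS and 756 in AS animals. With the reads of every library thinned to the smallest, edgeR gave 853, 709 and 1237. The size of the response was also measured without counting calls. Over the DEGs of PS, the slope of the AS on the control log2 fold changes was 0.905, and 50 of 100 simulations of an equal response gave a slope as low. Over the DEGs of AS, the slope of PS on control was 0.877, with 18 of 100 simulations as low. The slope of AS leaves out the 644 DEGs called in AS animals alone, so it cannot show a response of more genes in AS. The largest rise was that of Plin4 in both phenotypes, from 45.7 ± 14.3 to 1075 ± 90.1 normalized counts in PS and from 51.8 ± 26.0 to 989 ± 27.2 in AS, log2 fold changes of 4.59 and 4.34 (SE 0.30 each, limma with Benjamini-Hochberg adjustment, adjusted p = 6.24e-10 and 2.00e-09). Tekt4 (chromosome 17, 25454615 to 25476602) rose by 3.98 in PS and 3.10 in AS, Gm11827 by 3.29 in PS and the lncRNA 9330121J05Rik by 2.93 in AS on the log2 scale. Large falls in PS were those of Pf4 (-1.86) and Gbp2 (-1.85). Mir7004, which had at most 3 reads in each DEX library, was at least 1.01-fold lower, a bound close to no change, and in 13 of 17 other settings, among them edgeR, DESeq2 and the fits without each of the PS saline libraries, it did not pass the threshold. In AS, H2-Q6 fell by 1.91, Gkn3 by 1.85 and Acta2 by 1.66. H2-Q6 belongs to a family of near-identical genes, so its count is uncertain.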

Analysis of the stress × DEX interaction term revealed that PS largely preserved a control-like transcriptional response, with only 23 interaction DEGs. In contrast, AS exhibited a markedly altered interaction profile, with 439 genes showing a DEX response significantly different from control, indicating a dysregulated glucocorticoid-dependent transcriptional program.

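In the limma fit, 0 genes passed the threshold for the interaction of stress and DEX in PS, that is, for a DEX response that differed from control animals, and 1406 genes had an unadjusted p under 0.05. The count was 9 with a pseudocount of 8 in place of 1, and 23 with the DESeq2 Wald test. The interaction uses 4 groups of 4 libraries, so the SE of its log2 fold changes is larger than that of a DEX comparison. For Fkbp5 it was 0.15.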

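With limma, 49 genes passed the threshold for the interaction in AS, of which 26 had a higher and 23 a lower log2 fold change after DEX than in control animals. The count changed with single libraries. It was 4 without any 1 of saline-treated control mouse 117, saline-treated AS mice 8 and 40 and DEX-treated AS mouse 42. It was 6 to 10 without any 1 of control mice 101, 106, 107, 108 and 122 and DEX-treated AS mouse 38. It was 678 without DEX-treated control mouse 112 and 690 without saline-treated AS mouse 44. It was 440 with the DESeq2 Wald test, 98 with edgeR, 7 with library size as a covariate and 1 among genes with a mean of at least 100 normalized counts. The 3 genes with the highest interaction were the ribosomal protein pseudogenes Rpl17-ps8, Rpl36-ps2 and Rpl19-ps7, whose counts are uncertain. Rpl17-ps8 (chromosome X, 96484859 to 96485479) fell after DEX from 42.7 ± 28.5 to 7.20 ± 3.76 in control animals and had 4.96 ± 1.23 and 12.5 ± 5.12 in AS, an interaction of 3.40 on the log2 scale (SE 0.60, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0275). The lowest interactions were those of Ppic, H2-Eb1 and Mmrn2. Ppic (chromosome 18, 53406332 to 53418115) had 38.9 ± 8.67 and 64.2 ± 6.08 normalized counts in control and 74 ± 5.91 and 40.6 ± 7.95 in AS animals with saline and DEX, an interaction of -1.60 (SE 0.35, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0739). That of H2-Eb1 was -1.53 and that of Mmrn2 -1.48. Of these 6 genes, Rpl17-ps8 alone passed the threshold both without saline-treated AS mouse 8 and without saline-treated AS mouse 40. The 49 genes had an interaction of the same sign in PS. In 100 simulated draws against the same control libraries, as many genes shared the sign with a median of 95.9%, and in 28 draws all of them did. Between the DEX responses of AS and PS, 0 genes differed after adjustment, and 346 had an unadjusted p under 0.05. From the number of genes in AS whose DEX response differed from control, set against the few in PS, the paper concludes that glucocorticoid-dependent transcription was dysregulated in AS animals.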

In the DRN, DEX elicited a weaker transcriptional response compared to the PFC. Control animals exhibited 437 DEX-responsive genes, whereas the number of DEGs was smaller in both PS (187 genes) and AS (274 genes).

Notably, stress × DEX interaction analysis identified only a single differentially expressed gene in the DRN (*Cyb561d1*), suggesting that glucocorticoid-dependent transcriptional regulation in this region is relatively preserved across stress-defined phenotypes.

Within each group and across brain regions, overlapping DEX-responsive genes predominantly exhibited unidirectional expression changes. 

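The genes named here were measured in the PFC. In control animals, Slit2 (chromosome 5, 47983138 to 48307733) fell after DEX from 1423 ± 238 to 1015 ± 239.8 normalized counts, a log2 fold change of -0.50 (SE 0.14, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0442), although the groups overlapped. It no longer passed with a fit on only the groups compared, or without any 1 of 5 single libraries (control mice 106, 107 and 109 with saline, 101 and 122 with DEX). Adra2a (chromosome 19, 54044151 to 54048982) rose from 364 ± 10.2 to 812 ± 55.2, a log2 fold change of 1.15 (SE 0.16, limma with Benjamini-Hochberg adjustment, adjusted p = 4.16e-05). In PS animals, Itgb8 (chromosome 12, 119158022 to 119238802) fell from 2074 ± 197 to 1501 ± 244, a log2 fold change of -0.48 that did not pass the threshold (SE 0.17, limma with Benjamini-Hochberg adjustment, adjusted p = 0.145). The lncRNA 2900052N01Rik (chromosome 9, 46913493 to 46927366) fell from 984 ± 66.7 to 808 ± 87.3, a log2 fold change of -0.29 (SE 0.08, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0505), which no longer passed with a fit on only the groups compared or without any 1 of PS mice 2, 28, 6 and 34. It rose by 0.32 on the log2 scale in control animals, a call lost without DEX-treated mouse 101, and the interaction of -0.61 did not pass the threshold (limma with Benjamini-Hochberg adjustment, adjusted p = 0.111). In the DESeq2 values that the authors deposited, this interaction in PS passed (Benjamini-Hochberg adjusted p = 0.00770). In AS animals, Ugt8a (chromosome 3, 125865271 to 125938619) rose from 295 ± 53.1 to 379 ± 20.1 and Crocc (chromosome 4, 141016637 to 141060550) fell from 1799.6 ± 232 to 1427 ± 156. Neither log2 fold change, 0.38 and -0.33, passed the threshold (limma with Benjamini-Hochberg adjustment, adjusted p = 0.130 and 0.103). With the DESeq2 Wald test, Itgb8, Ugt8a and Crocc passed it, and without saline-treated AS mouse 44 limma also called Ugt8a and Crocc.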

Exceptions to this pattern were limited: in control animals (*Hrh1*, *Slit2*, *Adra2a*), in PS (*Hrh1*, *Itgb8*, *2900052N01Rik*), and in AS (*Hrh1*, *Ugt8a*, *Crocc*). 

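Hrh1, the gene of the histamine H1 receptor (chromosome 6, 114397936 to 114483296), had 466 ± 39.5 normalized counts with saline and 342 ± 27.5 with DEX in the PFC of control animals, a log2 fold change of -0.45 (SE 0.11, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0143). In PS animals it fell from 458 ± 31.9 to 368 ± 18.9, a log2 fold change of -0.31 that did not pass the threshold (limma with Benjamini-Hochberg adjustment, adjusted p = 0.127), and in AS animals from 535 ± 81.3 to 353 ± 53.1, a log2 fold change of -0.60 (limma with Benjamini-Hochberg adjustment, adjusted p = 9.45e-04). In each of the 3 phenotypes, the 4 DEX libraries lay below the 4 saline libraries (two-sided exact permutation test, p = 0.0286). The fold changes of PS and AS did not differ from that of control animals beyond their error, with interactions of 0.14 and -0.15 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.826 and 0.731). With a fit on only the groups compared, the DESeq2 Wald test or edgeR on thinned reads, the fall in PS passed the threshold, as it did with the 5'-to-3' coverage bias of the libraries as a covariate, a setting chosen after seeing the data.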

Although *Hrh1* (Histamine Receptor H1) was identified as a DEX-responsive DEG across all groups, its regulation was region-specific: DEX consistently downregulated *Hrh1* expression in the PFC but upregulated it in the DRN. This opposing pattern suggests distinct functional roles of histaminergic signaling in these regions. Increased *Hrh1* expression in the DRN may enhance neuronal excitability, whereas reduced expression in the PFC may attenuate excitatory drive, potentially dampening stress-related responses.

#### 2.2.3. Phenotype-Specific Gene Ontology Enrichment of Unique DEGs

Given that most shared DEGs changed in the same direction across groups, we performed GO enrichment analysis on group-specific genes to identify stress- and DEX-associated molecular signatures unique to each phenotype.

#### 2.2.4. Chronic Stress Effect

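With limma, 194 genes passed the threshold under stress in PS and not in AS animals. Table S2 lists 12 genes of the cytosolic ribosome for the PS comparison, with an adjusted p that the paper gives as 0.0248. Of these 12 genes, 8 rose and 4 fell in PS relative to control, with a median log2 fold change of 0.40. The 4 that fell were Usp10 and the genes named as pseudogenes, Rpl10-ps3, Rps6-ps4 and Rpl9-ps6, whose counts are uncertain, and the ribosomal protein genes that are not named as pseudogenes rose. In limma with Benjamini-Hochberg adjustment, 7 of the 12 passed the threshold over all genes tested and 12 adjusted over the list alone, which is not independent evidence, since the study chose the list on these libraries. The wider family of 82 cytosolic ribosomal protein genes had a median log2 fold change of 0.18, and 73 rose and 9 fell. Of them, 5 were DEGs (19 adjusted over the list alone). The set passed with camera (limma, Benjamini-Hochberg adjusted p = 5.73e-12) and not with fry (adjusted p = 0.409). With the 5'-to-3' coverage bias of Table S1 as a covariate, chosen after seeing the data, the median was 0.10. The 2 of the family with the most reads, Rpl4 and Rpl3, changed by 0.03 and 0.08 on the log2 scale. The 39 genes named as ribosomal protein pseudogenes had a median of -0.59 in PS, with 25 of 39 lower, while the 2 with the most reads, Rpl17-ps10 and Rpl31-ps8, rose by 0.73 and 0.16.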

In the PFC, PS-specific genes (361 DEGs) were significantly enriched for cytosolic ribosome components, indicating altered translational regulation in response to stress (Figure 4). No significant GO or KEGG enrichment was detected for AS-specific genes (38 DEGs).

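With limma, 7 genes passed the threshold under stress in AS and not in PS animals, and 38 with the DESeq2 Wald test. The number without adjustment was larger in both phenotypes, with 1548 genes at an unadjusted p under 0.05 in AS and 1852 in PS.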

In the DRN, due to the low number of DEGs (two in PS and nine in AS), GO enrichment analysis did not reveal robust pathway-level effects, as most categories were driven by single-gene annotations. Instead, transcriptional changes were primarily represented by the immediate-early gene *Junb* in PS and metalloprotein ceruloplasmin gene *Cp* in AS.

#### 2.2.5. Dexamethasone Effect in the PFC

In control animals (527 unique DEGs), DEX induced the enrichment of genes associated with extracellular and membrane-related compartments, including the external side of the plasma membrane and collagen-containing extracellular matrix. 

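Of the 915 limma DEGs of control animals, 495 were called in neither PS nor AS. Table S2 lists 20 genes on the external side of the plasma membrane for this group, of which 18 rose after DEX with limma, with a median log2 fold change of 0.46 over the list. The same genes had a median of 0.07 in PS and 0.03 in AS animals. Of the 17 genes of the collagen-containing extracellular matrix, 11 rose, with a median of 0.39. In limma with Benjamini-Hochberg adjustment, 17 of the 20 and 13 of the 17 genes passed over all genes tested, and 20 and 17 adjusted over the list alone, which is not independent evidence, since both lists were drawn from DEGs of these libraries.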

KEGG analysis additionally identified sphingolipid metabolism (Figure 4).

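Table S4 lists 11 genes of sphingolipid metabolism for control animals. After DEX, 9 of them rose and 2 fell, with a median log2 fold change of 0.27, and 10 of the 11 passed the limma threshold over all genes tested (11 adjusted over the list alone, again not independent of the libraries).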

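Of the 759 limma DEGs of PS animals, 169 were called in neither control nor AS animals, and 520 were shared with AS animals, where 266 rose and 254 fell in both.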

In PS animals (202 unique DEGs), no significant GO or KEGG enrichment was detected. Consistent with this, most PS DEGs overlapped with controls and changed in the same direction, and the stress × dexamethasone interaction yielded minimal additional transcriptional effects.

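The DEX lists of PS and control animals shared 347 DEGs with limma, of which 248 rose and 97 fell in both groups and 2 changed in opposite directions. Whether called in controls or not, 677 of the 759 DEGs of PS (89.2%) had a log2 fold change of the same sign in control animals, with a median ratio of the control to the PS log2 fold change of 0.631, and the PS and control comparisons share no libraries. In AS animals, 746 of the 759 had the same sign, with a median ratio of 0.884. All 3 lists shared 277 genes, of which 195 rose and 81 fell in all groups.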

In contrast, PFC of AS animals (897 unique genes) exhibited robust enrichment for genes related to extracellular matrix organization, angiogenesis, and blood vessel morphogenesis. 

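With limma, 644 of the 1237 DEGs of AS animals were called in neither control nor PS animals. Of the 58 angiogenesis genes that Table S2 lists for this group, 49 fell and 9 rose after DEX, with a median log2 fold change of -0.48. Of the 35 genes of extracellular matrix organization, 32 fell, with a median of -0.47, and of the 40 genes of the collagen-containing extracellular matrix, 37 fell, with a median of -0.41. With Benjamini-Hochberg adjustment over all genes tested, 42 of the 58, 21 of the 35 and 25 of the 40 passed the limma threshold, and 58, 35 and 40 adjusted over the list alone, which is not independent evidence for lists drawn from these libraries. For the interaction in AS, Table S2 lists 47 angiogenesis genes, of which 45 had a lower log2 fold change after DEX than in control animals, with a median of -0.89. Of these, 4 passed the limma threshold over all genes tested. The 19 collagen genes, a family set by symbol, had a median of -0.38 after DEX in AS, -0.16 in PS and 0.05 in control animals. The value in PS rested on DEX-treated mouse 34, without which it was 0.01, and that in control animals ran from 0.03, without DEX-treated mouse 101, to 0.11, without saline-treated mouse 117. In AS the set passed with camera (limma, Benjamini-Hochberg adjusted p = 0.00120) and not with fry (adjusted p = 0.195). Its 2 genes with the most reads, Col4a2 and Col25a1, changed by 0.01 and -0.04 on the log2 scale in AS.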

KEGG pathways included cell adhesion and signaling-related processes (e.g., IgSF CAM signaling, calcium signaling, adherens junctions, and Notch signaling), indicating enhanced extracellular remodeling and intercellular communication.

#### 2.2.6. Dexamethasone Effect in the DRN

In the DRN, DEX did not produce significant GO enrichment in any group. KEGG associations were nominal and did not reach statistical significance. Transcriptional changes were limited and gene-specific, including growth factor-related genes (e.g., *Igf1r*, *Pdgfra*) and neurotransmitter-associated genes (e.g., *Grin2c*, *Htr5b*), without coherent pathway-level organization.

Overall, GO analysis of group-specific DEGs revealed relatively modest and phenotype-dependent pathway enrichment, particularly in the DRN, suggesting that broader transcriptional reorganization may be better captured by gene set level approaches.

### 2.3. Gene Set Enrichment Analysis Reveals Coping Strategy-Dependent Remodeling of Cortico-Raphe Circuits

To further characterize the functional relevance of the observed transcriptional changes, we performed Gene Set Enrichment Analysis (GSEA) on the ranked gene expression profiles. While GO enrichment of uniquely responsive DEGs provided subgroup-specific insights, it was inherently limited by the size of discrete gene lists. Because stress-related transcriptomic responses are often distributed across many genes with small effect sizes rather than driven by large changes in individual genes, GSEA enables a more sensitive detection of coordinated, pathway-level alterations across the entire transcriptome, thereby providing a more comprehensive characterization of the underlying biological processes.

#### 2.3.1. Chronic Stress Effect

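The 14 genes of GABA receptor subunits had a median log2 fold change of 0.01 in PS animals relative to control, and camera found no shift of the set (limma, Benjamini-Hochberg adjusted p = 0.520). The median ran from -0.04, without control mouse 117, to 0.06, without control mouse 109. The set was written from gene symbols and is smaller than the annotated pathway, which was not used here. Gabbr1 and Gabbr2, its genes with the most reads, changed by -0.02 and -0.12, and 0 of the 14 were DEGs (3 adjusted over the list alone, 3 at an unadjusted p under 0.05).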

In the PFC, chronic stress induced limited changes detected by GSEA in PS animals, with only two significantly downregulated gene sets identified (Figure 5), including GABAergic synapse and regulation of GTPase activity pathways.

In contrast, AS animals exhibited a broader stress-associated transcriptional remodeling in the PFC, with 30 significantly enriched gene sets, largely downregulated and partially overlapping with PS (e.g., GABAergic synapse). However, AS uniquely showed suppression of additional synaptic and structural pathways, including axonogenesis, glutamatergic synaptic transmission, cell adhesion and gated channel activity, suggesting more extensive cortical synaptic remodeling.

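In AS animals, the 14 GABA receptor subunits had a median log2 fold change of -0.07, which camera did not call (limma, Benjamini-Hochberg adjusted p = 0.361). It ran from -0.12, without control mouse 117, to -0.02, without control mouse 109, and it was -0.01 after quantile normalization. Relative to saline-treated PS animals, 11 of the 14 were lower in AS, with a median of -0.08. That difference passed with camera (limma, Benjamini-Hochberg adjusted p = 0.0367) and not with fry (adjusted p = 0.520).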

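Of 25 glutamate receptor subunits, 24 were lower in AS than in control animals, with a median log2 fold change of -0.10, against -0.08 and 17 of 25 lower in PS, where it was -0.03 without control mouse 109 and -0.13 without control mouse 117. The set passed with camera in AS and in PS (limma, Benjamini-Hochberg adjusted p = 2.77e-04 and 0.0193) and not with fry (adjusted p = 0.219 and 0.416). Gria2 and Grin1, its genes with the most reads, changed by -0.10 and -0.13 in AS. The 69 potassium channel subunits had a median of -0.12 in AS and -0.07 in PS, with 52 of 69 lower in each. They passed with camera in both (limma, Benjamini-Hochberg adjusted p = 2.11e-05 and 0.0143) and not with fry (0.123 and 0.344). Without saline-treated AS mouse 44 the median of the potassium channel subunits in AS was -0.08, close to that of PS. The 50 protocadherins, a family of cell adhesion genes, had a median of -0.19 in AS and -0.09 in PS (camera in limma, Benjamini-Hochberg adjusted p = 1.30e-06 and 0.0285, fry 0.385 and 0.644). The difference between the phenotypes rested on saline-treated AS mouse 44. Without it the median of the protocadherins was -0.11 in AS relative to control and 0.02 relative to PS, where it was -0.09 with all libraries (camera in limma, Benjamini-Hochberg adjusted p = 0.924 without the mouse and 0.00374 with it). In PS it was -0.14 without control mouse 117, and the set did not pass with camera without control mouse 109 or without saline-treated PS mouse 28 or 68. With the 5'-to-3' coverage bias of Table S1 as a covariate, chosen after seeing the data, the medians in AS were -0.03 for the glutamate receptor subunits, -0.07 for the potassium channel subunits and -0.04 for the protocadherins, and of these only the potassium channel subunits passed with camera. Of the 25, 69 and 50 genes, 0 were DEGs in AS over all genes tested (0, 5 and 0 adjusted over the list alone), and 3, 19 and 11 had an unadjusted p under 0.05. In PS, 0, 1 and 0 were DEGs, and 5, 9 and 2 had an unadjusted p under 0.05.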

Six gene sets were upregulated in PFC of AS animals, primarily related to immune and translational processes (e.g., response to bacterium, MHC protein complex, cytoplasmic translation).

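The 16 genes of antigen presentation had a median log2 fold change of 0.16 in AS animals, with 13 higher than in control (camera in limma, Benjamini-Hochberg adjusted p = 5.92e-04, fry 0.304). Of its genes with the most reads, B2m rose by 0.14 and H2-D1 did not change (0.00). Of the 82 cytosolic ribosomal protein genes, 80 were higher in AS, with a median of 0.19 (camera in limma, Benjamini-Hochberg adjusted p = 5.87e-16, fry 0.344), and 0 of them passed the threshold over all genes tested (12 adjusted over the list alone, 26 at an unadjusted p under 0.05). The median was 0.13 without saline-treated AS mouse 44 and 0.08 with the coverage bias as a covariate.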

In PS animals, chronic stress induced extensive transcriptional reorganization in the DRN, reflected by enrichment changes across 52 gene sets. Downregulated pathways (26) were primarily related to ribosomal and translational processes, oxidative metabolism, and myelination, indicating reduced biosynthetic and metabolic capacity. Conversely, upregulated gene sets in DRN of PS animals included axonogenesis, glutamatergic transmission, and synaptic plasticity, suggesting activation of plasticity-related signaling. Several of these pathways were suppressed in PFC of PS animals, highlighting opposite cortical-raphe regulation. Interestingly, in addition, among upregulated categories there are ncRNA-mediated gene silencing and RISC complex.

In contrast, AS animals displayed a restricted DRN response (nine gene sets), all upregulated and mainly associated with microtubule and cilia-related processes.

The cilium/axoneme-related enrichment observed in the DRN corresponded to a canonical motile cilia gene program, indicative of multiciliated ependymal cells lining the cerebral aqueduct. This included key components of axonemal structure and motility, such as dynein motors (*Dnah5*, *Dnah9*), dynein regulatory complex proteins (*Drc1*, *Drc3*), radial spoke proteins (*Rsph1*, *Rsph4a*), and structural elements including tektins (*Tekt1*, *Tekt2*) and CFAP family proteins (*Cfap43*, *Cfap44*), which are not characteristic of neurons, which typically possess only primary (non-motile) cilia. In the brain, such coordinated gene expression is a hallmark of ependymal cells lining the ventricular system and aqueduct [12,13,14]. As all samples were collected using an identical microdissection strategy, the stress-dependent enrichment of this signature likely reflects condition-specific differences in the contribution or transcriptional activity of periaqueductal ependymal cells, rather than intrinsic neuronal changes.

Overall, chronic stress induced coping strategy-dependent and region-specific molecular adaptations: PS animals showed limited cortical but extensive DRN reorganization, whereas AS animals exhibited broader cortical suppression and a restricted, structurally oriented DRN response.

#### 2.3.2. Effects of Dexamethasone

##### Dexamethasone Effect in the PFC

In control animals, DEX induced modest transcriptional changes at the level of functional gene programs in the PFC (eight significantly enriched gene sets, Figure 6), as assessed by GSEA of ranked gene-expression lists. Ribosomal pathways were downregulated, whereas upregulated categories included lipid-related processes, radical metabolism, angiogenesis, response to extracellular stimulus, and cell migration.

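After DEX in control animals, the cytosolic ribosomal protein genes had a median log2 fold change of -0.01 and camera found no shift (limma, Benjamini-Hochberg adjusted p = 0.999). With single libraries left out, the median ran from -0.09, without DEX-treated mouse 101 (camera in limma, Benjamini-Hochberg adjusted p = 9.33e-04), to 0.06, without saline-treated mouse 117 (adjusted p = 0.0429 in the same test), and with the coverage bias as a covariate it was -0.07 (adjusted p = 0.00673 in the same test). Of the 39 ribosomal protein pseudogenes, 34 fell, with a median of -0.39 (camera in limma, Benjamini-Hochberg adjusted p = 2.31e-09, fry 0.0175). It was -0.26 without saline-treated mouse 117, and the set did not pass with fry without saline-treated mouse 109 or 117 or DEX-treated mouse 108. Rpl17-ps10 and Rpl31-ps8, the pseudogenes with the most reads, fell by 0.03 and 0.30.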

In PS animals, GSEA revealed that DEX triggered broad suppression in the PFC, with 32 significantly enriched gene sets identified, all of which were downregulated. These gene programs are predominantly involved in interferon signaling, antigen presentation, innate and adaptive immune responses, extracellular matrix organization, cell adhesion, and transmembrane signaling receptor activity. Many of these categories overlapped with AS animals and were regulated in the same direction.

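Of 21 interferon response genes, 20 fell after DEX in PS animals, with a median log2 fold change of -0.42 (camera in limma, Benjamini-Hochberg adjusted p = 5.41e-11, fry 0.0208), and 10 were DEGs (11 adjusted over the list alone). Stat2 and Lgals3bp, its genes with the most reads, fell by 0.05 and 0.26. Of the 16 antigen presentation genes, 14 fell, with a median of -0.53 (camera in limma, Benjamini-Hochberg adjusted p = 4.84e-10, fry 0.0175), and 10 were DEGs (12 adjusted over the list alone). B2m fell by 0.18 and H2-D1 by 0.35. Neither set passed with fry without saline-treated PS mouse 2 or 62 or without DEX-treated PS mouse 6, 34 or 52, and both passed with camera in each of these fits. The 13 genes that Table S4 lists for antigen processing and presentation in PS fell with a median of -0.70, and 13 of them passed the limma threshold over all genes tested, a list chosen on these libraries. That list was drawn from more DEGs than the 202 that the paper counts in PS only, so it was not limited to DEGs of PS only. The interaction with DEX relative to control animals had a median of -0.42 for the interferon response and -0.36 for antigen presentation genes (camera in limma, Benjamini-Hochberg adjusted p = 2.81e-06 and 1.82e-06, fry 0.219 and 0.168). For the interferon response it was -0.27 without DEX-treated control mouse 101.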

AS animals showed the most extensive DEX response (89 categories), and the vast majority of programs were downregulated. 

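After DEX in AS animals, 20 of the 21 interferon response genes fell, with a median log2 fold change of -0.41 (camera in limma, Benjamini-Hochberg adjusted p = 7.59e-08, fry 0.0452), and 14 of the 16 antigen presentation genes fell, with a median of -0.65 (camera in limma, Benjamini-Hochberg adjusted p = 5.65e-12, fry 0.00346). Over all genes tested, 5 and 12 of them were DEGs (14 and 13 adjusted over the list alone). In 14 of 24 fits that each left out 1 library, the interferon response did not pass with fry, among them those without saline-treated AS mouse 8, 40 or 44 or DEX-treated AS mouse 38 or 42.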

Similar to PS, pathways suppressed by DEX included extracellular matrix, cell adhesion, angiogenesis, interferon and cytokine signaling, and adaptive immunity, but additionally extended to other immune-related categories, indicating a profound repression of immune and inflammatory programs. Other downregulated categories include amino acid transport, macrophage migration, glial migration, calcium ion binding, and phagocytosis.

Only four categories in DRN of AS animals were upregulated in response to DEX, including action potential, potassium channel activity, and protein transport to axon, suggesting a selective enhancement of neuronal excitability-related processes.

Overall, DEX predominantly suppressed immune and extracellular signaling pathways in stressed animals, with the strongest and most widespread effect observed in AS.

##### Dexamethasone Effect in the DRN

In controls, GSEA showed that DEX affected 14 gene sets in the DRN (Figure 6), with 10 of them downregulated and primarily related to ribosomes, translation, mitochondrial function, respiration, and oxidative phosphorylation. Upregulated categories included cilium/axoneme-related processes.

In PS animals, DEX induced changes in 12 gene sets in DRN, as revealed by GSEA. Downregulated pathways included neuromuscular junction, synapse, and neuron projection. In contrast, upregulated categories were mainly associated with cilium and microtubules. Notably, synapse-related processes were commonly affected in both PS and AS, but in opposite directions (down in PS, up in AS).

AS animals exhibited a broader DEX response in DRN (25 gene sets). Seventeen were downregulated, including ribosomal and translational processes, mitochondrial respiration, proteasome, myelin sheath, and oxidoreductase complex, indicating suppression of energy metabolism and protein turnover. Upregulated categories included synapse, protein kinase activity, ion channel activity, long-term synaptic transmission, and guanine nucleotide exchange factor activity, consistent with activation of signaling and synaptic modulation pathways.

In summary, acute glucocorticoid exposure produced phenotype- and region-specific effects. 

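The DEX responses of AS and PS animals were compared directly. The interferon response genes had a median difference of -6.99e-04 on the log2 scale, 0.02 after quantile normalization (camera in limma, Benjamini-Hochberg adjusted p = 0.351) and the antigen presentation genes one of -0.11, with 12 of 16 lower in AS (camera in limma, Benjamini-Hochberg adjusted p = 0.0499, fry 0.644). With single libraries left out, the first ran from -0.09, without saline-treated PS mouse 2, to 0.14, without DEX-treated PS mouse 56, and the other from -0.22, without saline-treated AS mouse 44, to -0.03, without DEX-treated PS mouse 56, and the antigen presentation genes did not pass with camera in 10 of the 24 fits. Of the genes of both sets, 0 passed the threshold for this difference, either over all genes tested or adjusted over the list alone, and 1 of the 21 and 0 of the 16 had an unadjusted p under 0.05.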

In the PFC, DEX predominantly suppressed immune-related pathways, especially in AS animals. In the DRN, DEX reduced metabolic and translational programs in controls and AS, while differentially modulating synaptic processes in PS and AS, reinforcing the idea of coping strategy-dependent molecular responsiveness to glucocorticoids.

### 2.4. Cell-Type Specific Genes Enrichment Analysis

Bulk RNA-seq does not allow direct identification of the cellular origin of transcriptional changes. However, to gain insight into which cell types might contribute to the observed differential expression, we tested whether DEGs were enriched for known cell-type-specific marker genes [15]. The analysis was performed using DEG lists obtained from stress-related comparisons (PS vs control and AS vs control) and dexamethasone-related comparisons (DEX vs saline within each group). Enrichment was evaluated using odds ratio (OR) and Fisher’s exact test, with the background defined as all genes tested for differential expression.

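The DEGs of stress were tested against 8 lists of cell type markers with a two-sided Fisher's exact test, with the 14060 genes tested as background and Benjamini-Hochberg adjustment over 48 pairs of a list and a comparison. These are short lists of canonical genes, and the marker lists of the paper's source were not used here. Of the 213 limma DEGs of PS, 1 was a marker of GABAergic neurons (adjusted p = 0.574), and the other 7 lists held 0 DEGs of PS. The 8 lists held 0 of the 26 DEGs of AS. At an unadjusted p under 0.05, each list held 0 to 4 genes that changed in PS and 0 to 10 that changed in AS animals. The 10 were among 20 microglia markers, of which 20 were higher in AS than in control animals with a median log2 fold change of 0.20 (camera in limma, Benjamini-Hochberg adjusted p = 9.29e-10, fry 0.0750) and 11 passed adjusted over the list alone. Their score per library was higher by 0.22 in AS, without overlap of the groups (two-sided exact permutation test, p = 0.0286, adjusted p = 0.203). In PS, 17 of the 20 were higher, with a median of 0.15 (camera in limma, Benjamini-Hochberg adjusted p = 0.00322, fry 0.389). Of 18 oligodendrocyte markers, 18 were lower in AS and 17 in PS, with medians of -0.36 and -0.17. Camera in limma gave adjusted p = 5.44e-09 and 0.0103, and fry 0.218 and 0.548. Of 17 astrocyte markers, 15 were higher in AS and 13 in PS, with medians of 0.16 and 0.07. The same tests gave 2.66e-05 and 0.0574 with camera, and 0.223 and 0.537 with fry. Pyramidal neuron markers in both and oligodendrocyte precursor markers in PS were also lower with camera and not with fry.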

Chronic stress alone did not elicit cell-type specific transcriptional changes in the PFC. However, DEX-induced DEGs were significantly enriched for markers of specific cell populations, suggesting a cell-type-specific response to glucocorticoid stimulation.

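Of 18 oligodendrocyte markers, 6 were limma DEGs after DEX in control animals, and 6 of the 6 fell (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.00676). With 4 DEGs, the list did not pass without saline-treated control mouse 117 or DEX-treated control mouse 101 or 122. Mbp fell by 0.29 on the log2 scale. Of 17 astrocyte markers, 4 were DEGs and all 4 rose, an enrichment that did not pass the adjustment (Fisher's exact test, adjusted p = 0.129), and that passed it without saline-treated control mouse 106 or DEX-treated control mouse 112. Of 10 markers of oligodendrocyte precursors, 4 were DEGs, of which 3 rose (Fisher's exact test, adjusted p = 0.0218), a call that was lost in each fit without 1 of the control libraries except that without saline-treated mouse 109. Of 23 endothelial markers, 0 were DEGs and 3 had an unadjusted p under 0.05. Their median log2 fold change was 0.17, with 19 of 23 higher after DEX (camera in limma, Benjamini-Hochberg adjusted p = 0.0124, fry 0.593). The median was 0.05 without DEX-treated mouse 101, 0.10 without saline-treated mouse 117 and 0.15 without saline-treated mouse 106, where camera did not call the set, and 0.29 without DEX-treated mouse 112. The mean endothelial score of a library, the mean log2 level of the 23 markers centred on all 24 libraries, was 0.14 ± 0.20 with saline and 0.36 ± 0.23 with DEX in control animals, and the groups overlapped (two-sided exact permutation test, p = 0.171).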

In control animals, DEX triggered pronounced cell-type specific effects in the PFC, including enrichment of astrocyte markers (68.7% of DEGs upregulated), endothelial markers (96.8% up), and oligodendrocyte markers (90% down) (Figure 7).

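Of 20 microglia markers, 8 were limma DEGs after DEX in PS animals, and 8 of the 8 fell (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 1.18e-04). The 20 markers had a median log2 fold change of -0.29, and Csf1r fell by 0.10. Of 17 astrocyte markers, 4 were DEGs, of which 3 rose and 1 fell (Fisher's exact test, adjusted p = 0.0782). The astrocyte list passed the adjustment without any one of the 4 saline-treated PS mice and without DEX-treated PS mouse 6, 34 or 52. Of 12 markers of pyramidal neurons, 1 was a DEG.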

In PS animals, DEX-induced DEGs were enriched in pyramidal neurons (six genes, 83% up), deactivated microglia (24 genes, 83% down), microglia (38 genes, 66% down), and astrocytes (63 genes, 64% down). The predominance of downregulated microglial and astrocytic markers is consistent with the strong suppression of interferon, antigen presentation, and inflammatory pathways identified by GSEA, indicating glucocorticoid-mediated immune silencing in this phenotype.

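Of 23 endothelial markers, 15 were limma DEGs after DEX in AS animals, and 15 of the 15 fell (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 1.62e-09). Flt1 and Ptprb, which had the most reads, fell by 0.85 and 0.86 on the log2 scale. Of 12 mural markers, 6 were DEGs, all of which fell (Fisher's exact test, adjusted p = 0.00319, with 3 DEGs and no call without saline-treated AS mouse 8 or 40 or DEX-treated AS mouse 38 or 42), and of 20 microglia markers 9, all of which fell (Fisher's exact test, adjusted p = 3.37e-04). Of 17 astrocyte markers, 4 were DEGs, of which 2 rose and 2 fell (adjusted p = 0.270 from Fisher's exact test). The 23 endothelial markers had a median log2 fold change of -0.72 in AS and -0.35 in PS animals, where it was -0.11 without DEX-treated mouse 34 and -0.54 without DEX-treated mouse 56, and a median interaction of -0.91 in AS relative to control (camera in limma, Benjamini-Hochberg adjusted p = 3.60e-18, fry 0.0750). Per library, the endothelial score was 0.20 ± 0.33 with saline and -0.53 ± 0.31 with DEX in AS (two-sided exact permutation test, p = 0.0571) and 0.07 ± 0.24 and -0.24 ± 0.47 in PS animals (two-sided exact permutation test, p = 0.286). The score of DEX-treated AS mouse 60, -0.07, lay within the range of the saline-treated AS animals.

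**Figure D1:**
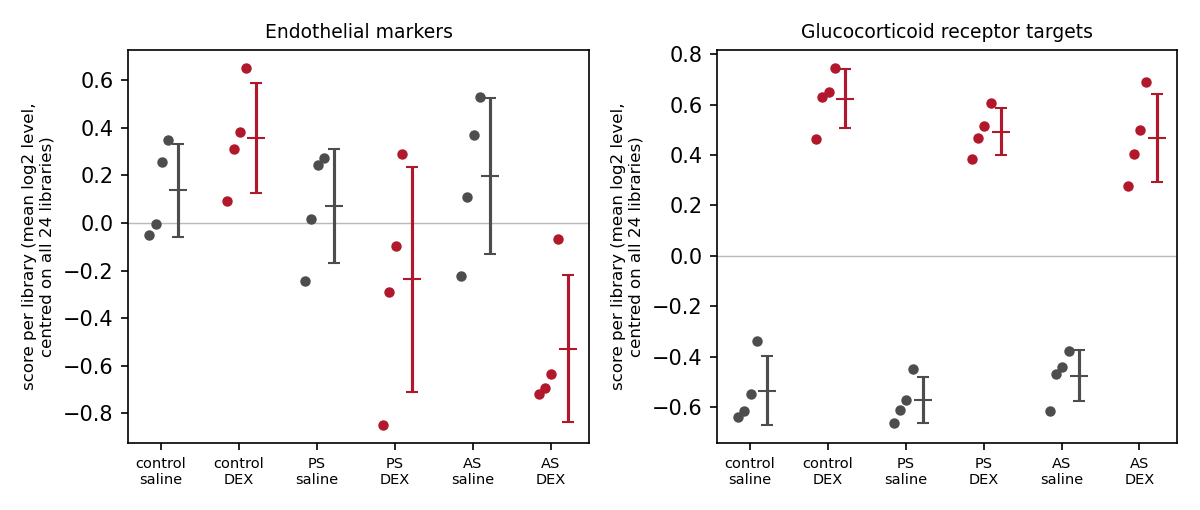
Scores of 2 gene lists in the 24 PFC libraries, 23 endothelial markers on the left and 20 GR targets on the right. The x axis gives the 6 groups, the y axis the mean log2 level of the list's genes centred on all 24 libraries. Points are the 4 libraries of a group and the bars give their mean ± SD, with saline in grey and DEX in red. The GR targets lie above 0 in every DEX library and below 0 in every saline library, while the endothelial scores of saline and DEX libraries overlap in each phenotype.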

In AS animals, the strongest enrichment was observed for deactivated microglia (41 genes, 88% down), endothelial cells (60 genes, 97% down), and astrocytes (78 genes, 69% down). This closely mirrors the extensive downregulation of extracellular matrix, cytokine, adhesion, and angiogenesis pathways detected in GSEA, suggesting coordinated suppression of neurovascular and immune-associated programs in AS.

In contrast to the PFC, cell-type enrichment in the DRN was limited across conditions and without convergence on strong vascular signatures as observed in the PFC. Chronic stress alone led to a small number of DEGs in the DRN, insufficient to detect cell-type enrichment.

In control animals, DEX-responsive genes were enriched only for astrocytes, with a roughly equal proportion of up- and downregulated genes. In PS, DEX-responsive DEGs were enriched in deactivated microglia (six genes, 50% up, 50% down) and astrocytes (nine genes, 89% up). In AS, enrichment was observed in oligodendrocytes (four genes, 100% down) and astrocytes (10 genes, 70% up). Notably, no enrichment was observed for serotonergic neurons; the only DEG in this category was *Htr5b*, which was downregulated in response to DEX in AS.

## 3. Discussion

The present study reveals pronounced phenotype- and region-specific transcriptional responses to chronic stress and acute GR activation. Chronic stress induced extensive transcriptional changes in the PFC, particularly in PS animals, showing passive coping phenotype, whereas the DRN exhibited comparatively modest gene expression alterations. At the pathway level, however, stress reorganized functional programs differently across phenotypes: PS animals showed extensive pathway remodeling in the DRN, while AS animals, which exhibit active coping phenotype, displayed broader pathway suppression in the PFC. Acute DEX exposure subsequently revealed strong phenotype-dependent differences in GR-dependent transcriptional responsiveness, with the most extensive response observed in AS animals. Together, these results suggest that chronic stress establishes distinct baseline transcriptional states that shape the magnitude and organization of downstream GR-dependent transcriptional programs.

### 3.1. Phenotype-Dependent Pathway Re-Organization After Chronic Stress

Coping strategies in rodents are commonly defined as active or passive behavioral responses across stress paradigms. In the forced swim and tail suspension tests, active coping is reflected by escape-directed behavior and mobility, whereas passive coping is characterized by immobility [16,17]. In social defeat models, a similar distinction is observed during interactions with an aggressor, where active coping involves escape and reduced freezing, while passive coping is associated with freezing and behavioral withdrawal, often increasing with repeated stress exposure [7,18,19]. This behavioral stratification provides a relevant framework for interpreting the pronounced phenotype-specific differences observed at the transcriptomic level.

In the PFC, PS mice exhibit limited pathway remodeling despite a high number of DEGs, with downregulation of GABAergic synapse and GTPase activity pathways, consistent with reduced inhibitory control and behavioral inflexibility under chronic stress [7,20,21,22,23,24].

In contrast, AS animals exhibited broader pathway-level changes in the PFC, with suppression of multiple synaptic and structural processes including axonogenesis, glutamatergic transmission, and cell adhesion. This is consistent with previous transcriptomic studies showing that chronic stress produces broad gene expression alterations in the PFC, affecting synaptic signaling, metabolic processes, and translational pathways [7,9,21,23,25]. Interestingly, AS animals also displayed upregulation of immune-related and translational pathways, including response to bacterium, MHC protein complex, and cytoplasmic translation. Activation of immune signaling and translational processes in the PFC has been reported in stress transcriptomic studies and is often interpreted as reflecting neuroimmune activation, particularly involving astrocytes and microglia [26,27]. Additionally, upregulation of translational machinery has been observed in stress-exposed and stress-resilient mice, suggesting increased protein synthesis demands associated with cellular adaptation [23,24].

Although direct transcriptomic comparisons of active and passive coping phenotypes remain limited, analogous patterns have been described in studies of stress susceptibility and resilience. In CSDS models, animals segregate into stress-susceptible and stress-resilient subpopulations based on performance in the social interaction test (SIT), where susceptible animals exhibit reduced interaction time with an unfamiliar conspecific (social avoidance), while resilient mice maintain interaction levels comparable to controls [28,29]. Importantly, coping strategy and stress susceptibility represent related but distinct conceptual frameworks. The active/passive coping classification used here reflects individual differences in behavioral responses during social defeat, whereas resilience and susceptibility are typically defined by the degree of functional impairment or preservation of adaptive behaviors following chronic stress exposure. Therefore, although coping phenotypes may overlap with stress-resilient or stress-susceptible profiles described in other paradigms, the present classification should be interpreted as identifying coping-related phenotypic heterogeneity within the specific CSDS paradigm used in this study rather than as a direct equivalent of resilience or vulnerability.

In PFC, susceptibility is typically associated with a larger number of DEGs and dysregulation of synaptic and signaling pathways, whereas resilience involves more selective transcriptional changes and activation of specific adaptive processes [9,24,29,30]. For example, in SSTCre:γ2f/f mice, a genetic model of stress resilience, in which the γ2 subunit of the GABAA receptor is selectively deleted in somatostatin-positive (SST) interneurons, leading to reduced inhibitory input onto these cells (i.e., functional disinhibition of SST interneurons). Transcriptomic analysis of the mPFC, after chronic variable stress for 21 days in this model, revealed fewer stress-induced DEGs compared to controls, together with upregulation of genes involved in mRNA translation and ribosomal function, indicating increased protein synthesis as a core adaptive mechanism [24], which we also observed in AS animals. In contrast to resilient animals and in concordance with our observations of PS group, stress-susceptible animals in standard CSDS paradigms show broader transcriptional changes, including genes related to synaptic transmission, neuronal structure, and intracellular signaling [9,23]. Additional support for this framework comes from a recent study combining behavioral stratification with cell-type-specific translatome profiling in mPFC projection neurons [29]. Using a paradigm of repeated unpredictable stress across different genetic backgrounds (C57BL/6, BALB/c, DBA/2), the authors demonstrated that susceptibility is strongly strain-dependent and defined by both social avoidance (SIT) and anhedonia (SPT). Importantly, the most vulnerable behavioral subtype (combined social avoidance and anhedonia) exhibited the largest number of DEGs (1089) in anterior Paraventricular Nucleus of the Thalamus (aPVT)-projecting mPFC neurons, whereas resilient animals showed markedly fewer changes (85 DEGs). Mechanistically, stress vulnerability was linked to increased expression of the histone demethylase KDM5C in glutamatergic neurons, leading to demethylation of H3K4me3 and altered transcriptional regulation.

At the same time, not all studies report a simple increase in DEGs in susceptible animals. For example, after 5 days of unpredictable stress, in a nucleus-specific RNA-seq study using Arc-GFP mice to isolate recently activated neurons, susceptible mice showed increased expression of immediate early genes (e.g., *Fos*, *Arc*) and synaptic activity markers in the PFC, but only a small number of DEGs overall [31].

Although the present study focused on the PFC and DRN, the observed differences in glucocorticoid-responsive transcription are likely to represent only part of a broader network of stress-related adaptations. In addition to the PFC and DRN, other interconnected regions, including the hippocampus and amygdala, play essential roles in stress adaptation and affective regulation through reciprocal interactions with the HPA axis. The hippocampus contributes to inhibitory feedback regulation of the HPA axis and is highly susceptible to chronic stress-induced transcriptional and structural remodeling, whereas the amygdala promotes emotional processing, becomes hyperactive under chronic stress, and influences stress responses through reciprocal interactions with the PFC, DRN, and hypothalamic CRH circuitry [32,33].

In another study, after 10 days of CSDS and 48 h after last confrontation, resilient animals exhibited a stronger transcriptional response in PFC, as well as in amygdala, ventral hippocampus, and nucleus accumbens [30]. This pattern is consistent with our observations in AS mice, which exhibit the highest number of DEGs in the PFC after GR activation with DEX, reflecting enhanced inducible transcriptional plasticity.

Across these models, ribosomal and translational pathways emerge as a key point of divergence: resilience is repeatedly associated with upregulation of translation-related genes and increased protein synthesis capacity, whereas susceptibility is linked to either dysregulated or reduced translational activity [23,24].

Subcortical regions generally exhibit fewer DEGs compared to cortical areas following chronic stress, although they often show pronounced changes at the level of specific functional pathways and neuronal activity [28,30].

In the DRN, PS mice display extensive pathway-level reorganization, including downregulation of cytosolic ribosome, oxidative metabolism, and myelination-related processes, suggesting reduced biosynthetic and metabolic activity, and upregulation of axonogenesis and glutamatergic signaling pathways, indicating active structural remodeling. In contrast, AS mice show limited DRN pathway changes, primarily involving cytoskeletal dynamics rather than synaptic remodeling.

These findings are consistent with recent transcriptomic and epigenetic analyses of the DRN in CSDS model, which demonstrated that stress-susceptible mice exhibit widespread gene expression changes enriched for neuronal development, axon guidance, and synaptic transmission pathways, whereas resilient animals show minimal transcriptional alterations and remain closer to control profiles [8]. Importantly, susceptibility in this study was also associated with reduced levels of the H3K4me3Q5ser histone serotonylation mark, indicating impaired gene regulation in DRN.

Related patterns have been described in other subcortical regions. In mesolimbic circuits, including the VTA and NAc, stress-susceptible mice exhibit persistent increases in neuronal activity (e.g., elevated firing rates of VTA dopamine neurons) and upregulation of plasticity-related genes such as *Bdnf*, whereas resilient animals engage compensatory mechanisms that normalize excitability [28].

In this context, the PS phenotype in our study resembles stress susceptibility, as it is characterized by a higher number of baseline DEGs and enrichment of synaptic pathways. In contrast, AS animals show fewer baseline transcriptional alterations but a stronger GR-dependent response and upregulation of translational pathways in the PFC, consistent with a resilience-like profile involving preserved inducible plasticity and active protein synthesis.

### 3.2. GR-Dependent Transcriptional Responsiveness in PFC

Chronic stress and depressive-like states are known to induce dysregulation of the HPA-axis, leading to altered glucocorticoid sensitivity both in humans and in animal models. In rodents, chronic social defeat stress and other prolonged stress paradigms can produce phenotypic divergence in glucocorticoid responsiveness, with some animals developing resistance to glucocorticoids at the level of both HPA-axis feedback and neuronal transcriptional regulation [7,22,34].

In our previous studies, we showed that chronic social stress in C57BL/6 mice induces changes in HPA-axis function, including altered sensitivity to dexamethasone and dysregulation of GR-related gene expression [5,6]. Importantly, we also showed that these stress-induced alterations are not uniform: stressed animals segregate into distinct phenotypic groups characterized by differential basal corticosterone levels, dexamethasone responsiveness, and patterns of HPA-axis gene expression [1]. Within this framework, variability in GR-dependent transcriptional regulation may represent an important mechanism underlying individual differences in stress vulnerability and the development of depression-like states.

The 6 h timepoint likely captures a secondary, integrative phase of the glucocorticoid response. At this stage, immediate early GRE-driven targets have largely peaked, and transcriptional profiles are shaped by downstream transcription factor cascades, feedback regulators, and coordinated functional programs [5,35,36,37]. Notably, our previous data indicate that chronic stress alters not only the magnitude but also the temporal dynamics of glucocorticoid signaling, leading to a delayed and dysregulated transcriptional response to dexamethasone in both central and peripheral components of the HPA axis [5]. Within this framework, the transcriptional differences observed between PS and AS animals likely reflect the activation of distinct downstream regulatory programs following GR stimulation, such as metabolic, immune-modulatory, and plasticity-related pathways.

Acute DEX exposure revealed phenotype-dependent differences in GR-dependent transcriptional responsiveness. In AS animals, GR stimulation suppressed immune- and extracellular-signaling pathways in the PFC, consistent with activation of canonical glucocorticoid anti-inflammatory programs [35,36]. In PS mice, GR-dependent responses are markedly weaker, likely due to pre-engagement of transcriptional programs by chronic stress, consistent with the role of baseline chromatin state in shaping GR-binding and downstream transcriptional cascades [2,38,39].

A key aspect of the phenotype-specific DEX response involves differential engagement of glial and neurovascular transcriptional programs, as suggested by the cell-type enrichment observed in the results. In AS animals, GR activation predominantly affected astrocytic, microglial, and endothelial gene sets, consistent with the downregulation of immune, extracellular matrix, adhesion, and angiogenesis pathways. This indicates coordinated suppression of neuroimmune and neurovascular functions, potentially implicating modulation of blood–brain barrier integrity and glial support in the PFC [20,26,40].

In PS mice, DEX-responsive genes showed engagement of glial and endothelial programs and greater representation of neuronal categories, reflecting limited additional GR-dependent modulation on a background of stress-primed transcriptional activity. These observations are consistent with prior studies showing that GR signaling in the CNS preferentially targets glial and endothelial pathways, influencing cytokine signaling, matrix remodeling, and vascular regulation [41,42].

Overall, the stronger DEX-induced transcriptional responses in AS animals may result from lower baseline engagement of PFC transcriptional programs, whereas PS animals, with extensive stress-induced DEGs and upregulation of translation pathways at baseline, exhibit a constrained capacity for additional GR-dependent changes.

### 3.3. GR-Dependent Transcriptional Responsiveness in the DRN

In contrast to the PFC, DEX-induced transcriptional responses in the DRN were more modest and differed in their functional organization. Rather than strong regulation of immune and extracellular signaling pathways, GR activation in this region primarily affected programs related to cellular metabolism and synaptic signaling.

Phenotype-specific differences were most evident in synaptic pathways. In PS animals, DEX reduced expression of genes associated with synaptic organization and neuronal projections, whereas in AS animals synaptic categories, including ion channel activity and long-term synaptic signaling, were upregulated, suggesting increased transcriptional support for synaptic signaling-related processes following GR activation. Interestingly, AS animals also showed coordinated downregulation of ribosomal, proteasomal, and mitochondrial pathways, suggesting simultaneous suppression of protein synthesis and energy metabolism alongside activation of synaptic signaling programs. This pattern may represent a coordinated shift in transcriptional programs associated with synaptic signaling and cellular metabolism rather than a uniform activation of biosynthetic pathways, echoing findings that serotonergic activation in DRN enhances active coping [11,43].

Overall, these results indicate that GR activation in the DRN primarily modulates neuronal metabolic state and synaptic signaling, in contrast to the immune-dominated transcriptional response observed in the PFC.

### 3.4. Serotonergic System Under GR Activation

Despite the central role of the DRN as the source of forebrain serotonin, DEX-induced transcriptional changes in this region were limited to a small subset of serotonergic genes. Specifically, *Htr1d* expression increased in all groups, *Htr5b* decreased selectively in AS mice, and *Maoa* expression declined only in PS animals. These results suggest that GR activation selectively modulates serotonergic gene expression, primarily at the receptor and synaptic signaling level, rather than through large-scale changes in serotonin synthesis. This is consistent with previous reports showing that GR effects on DRN serotonergic neurons occur mainly via *Htr1a/Htr2a* receptor expression and synaptic plasticity rather than global modulation of serotonin production [4,44].

In the PFC, DEX-induced changes were more pronounced. *Htr1a* expression increased in both PS and AS mice, whereas *Htr2a* was upregulated in AS and control mice but remained unchanged in PS animals. 

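Htr1a (chromosome 13, 105443639 to 105448122) rose after DEX from 404 ± 15.4 to 577 ± 69.9 normalized counts in the PFC of PS animals and from 365 ± 22.9 to 590.0 ± 43.3 in AS animals, log2 fold changes of 0.51 and 0.69 (SE 0.13 each, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0230 and 0.00142). In control animals it had 499 ± 56.6 and 559 ± 144, a log2 fold change of 0.13 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.718) that changed sign without DEX-treated control mouse 112. The interactions with control, 0.37 in PS and 0.56 in AS, did not pass the threshold (limma with Benjamini-Hochberg adjustment, adjusted p = 0.499 and 0.170). Htr2a (chromosome 14, 74640840 to 74709494) rose from 1749.6 ± 336 to 2629 ± 407 in control and from 1526 ± 76.0 to 2509 ± 707 in AS animals, log2 fold changes of 0.60 and 0.67 (SE 0.16 each, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0289 and 0.0106). The call in control animals was lost without mouse 117 and without mouse 108. In PS animals it went from 1851 ± 103 to 2452 ± 290.3, a log2 fold change of 0.40 that did not pass the threshold (limma with Benjamini-Hochberg adjustment, adjusted p = 0.217), although the 4 DEX libraries lay above the 4 saline libraries and a fit on only the groups compared called it. Its difference from control animals, -0.20, was within the error (limma with Benjamini-Hochberg adjustment, adjusted p = 0.830).

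**Figure D2:**
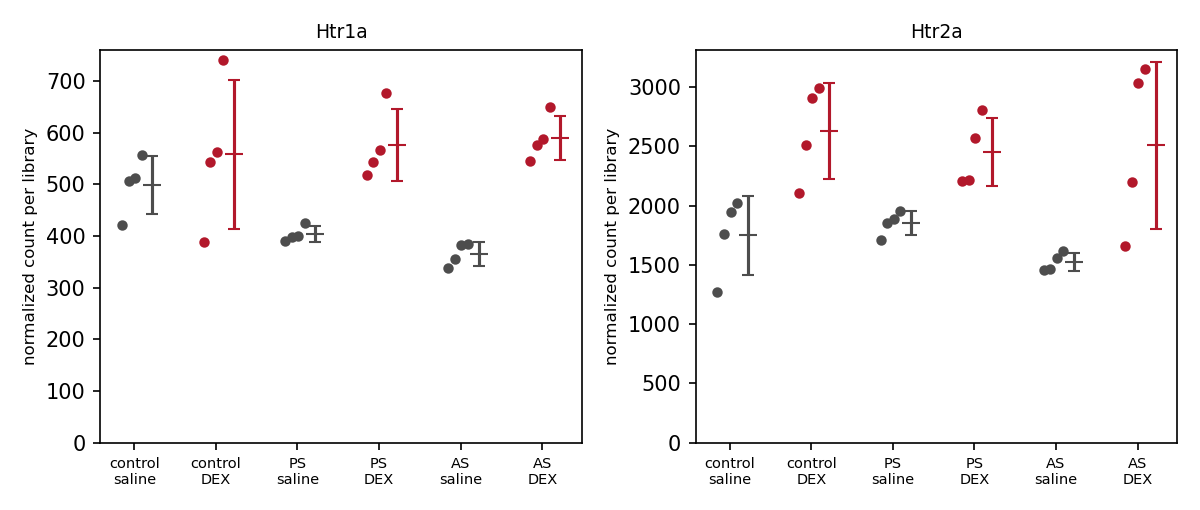
Normalized counts of Htr1a (left) and Htr2a (right) in the 24 PFC libraries, by phenotype and treatment. Points are the 4 libraries of each group, bars give the mean ± SD, with saline in grey and DEX in red, and both y axes start at 0. For Htr1a the DEX libraries lie above the saline libraries in PS and AS animals and overlap them in control animals, and for Htr2a they lie above them in all 3.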

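Bdnf (chromosome 2, 109674700 to 109727007) fell after DEX from 927 ± 171 to 681 ± 87.3 normalized counts in control, from 1055 ± 123 to 752 ± 96.6 in PS and from 1001 ± 114 to 722 ± 84.1 in AS animals. The log2 fold changes were -0.43, -0.49 and -0.47 (SE 0.13 each, limma with Benjamini-Hochberg adjustment, adjusted p = 0.0580, 0.0299 and 0.0296). The DEX and saline libraries did not overlap in PS and AS animals and overlapped in control animals. In control animals, the fall did not pass the threshold with a fit on only the groups compared, or without any 1 of 6 single libraries (control mice 106, 107 and 109 with saline, 101, 108 and 112 with DEX). The call was lost in PS without saline-treated mouse 28 and in AS without DEX-treated mouse 38.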

*Bdnf* expression declined universally across all groups. These findings are in line with the idea that GR primarily influences postsynaptic receptor expression and synaptic plasticity in the PFC, with AS mice showing more coordinated receptor-gene upregulation, suggesting preserved plasticity and potential for active coping [4,28,30].

Functionally, stimulation of DRN serotonergic neurons promotes active coping, whereas inhibition increases anxiety-like behaviors [11]. Our transcriptional data suggest that enhanced receptor expression in AS mice (*Htr1a*, *Htr2a* in PFC, *Htr5b* in DRN) may reflect a predisposition for adaptive stress responses, whereas PS mice, with limited receptor changes and reduced Maoa, suggest reduced engagement of these regulatory programs after GR activation.

Pharmacological and stress studies highlight that serotonergic gene expression is highly context-dependent. For example, chronic lithium treatment in socially defeated mice upregulated *Tph2*, *Slc6a4*, *Htr1a*, and *Htr5b* in midbrain raphe nuclei, partially reversing stress-induced dysregulation [45]. Similarly, in MRNs of mice subjected to chronic social conflict, defeated animals exhibited *Tph2* downregulation and decreased *Htr3a*, while *Htr5b* was reduced in both defeated and winning mice [46]. These differences illustrate that stress, pharmacological interventions, and behavioral phenotypes can selectively engage receptor versus metabolic components of serotonergic signaling.

Importantly, our study focused on post-DEX transcriptional responses, without measuring serotonin release or DRN activity. Therefore, while transcriptional changes suggest phenotype-specific readiness of serotonergic networks, functional implications remain speculative, and discrepancies with other studies (different DEGs, stress models, or basal vs. stimulated conditions) emphasize the context-dependent nature of GR modulation.

Although our study focused exclusively on male mice, substantial evidence indicates that stress-related disorders exhibit pronounced sex differences at the behavioral, endocrine, and molecular levels. In both humans and animal models, females show a higher prevalence of stress-related disorders and differ from males in behavioral responses to stress, including anxiety- and depression-like behaviors, coping strategies, and fear-related responses, emphasizing that stress phenotypes cannot be directly extrapolated between sexes [47,48,49]. At the neuroendocrine level, female rodents generally display higher basal and stress-induced glucocorticoid secretion, slower recovery of HPA-axis activity following acute stress, and sex hormone-dependent modulation of glucocorticoid negative feedback, with estradiol playing a major role in shaping HPA-axis responsiveness [49,50]. Importantly, these functional differences are accompanied by molecular differences within HPA-axis regulatory circuits, including lower glucocorticoid receptor (GR) expression in the pituitary, hippocampus, and paraventricular nucleus, as well as sex-specific patterns of corticotropin-releasing hormone receptor (CRHR1/CRHR2) expression and signaling in stress-related brain regions [49]. Furthermore, experimental manipulation of corticosteroid receptors has demonstrated that GR- and mineralocorticoid receptor-dependent regulation of stress-related behaviors differs between males and females in a brain region-specific manner, suggesting that the neural mechanisms underlying HPA-axis feedback are themselves sexually dimorphic [50]. Therefore, the stress-response heterogeneity identified in the present study should be considered specific to male mice, and future studies will be required to determine whether comparable stress-response subgroups and their associated molecular signatures are also present in females.

This study has several limitations. The CSDS model represents a well-established paradigm for studying social stress-related neurobiological changes; however, it does not fully recapitulate the complexity of human affective disorders. In addition, only male mice were used, limiting the generalizability of the findings across sexes.

The pharmacological nature of the DEX challenge should be considered when interpreting the present findings. Unlike low-dose (0.1–0.2 mg/kg) dexamethasone suppression tests designed primarily to evaluate HPA-axis feedback sensitivity, the dose used here was selected to induce robust GR activation and characterize glucocorticoid-responsive transcriptional programs. The 6 h post-injection interval allowed assessment of both direct and downstream GR-mediated transcriptional responses, providing insight into differences in glucocorticoid sensitivity and regulatory capacity between control and chronically stressed animals.

An additional consideration is the circadian context of the dexamethasone challenge. HPA-axis activity and glucocorticoid responsiveness exhibit circadian variation, and previous studies using low-dose dexamethasone suppression tests have demonstrated time-dependent differences in corticosterone suppression [51]. Moreover, glucocorticoid-responsive transcription can be modulated by circadian mechanisms [51]. In the present study, a high pharmacological dose of DEX (2 mg/kg) was used to induce robust GR activation; therefore, although circadian influences on glucocorticoid signaling cannot be completely excluded, their contribution is expected to be limited under these conditions. Furthermore, DEX administration does not model a physiological stress response but rather serves as a pharmacological challenge to assess glucocorticoid sensitivity of gene expression programs. Therefore, the observed transcriptional effects should be interpreted in the context of HPA-axis reactivity rather than as direct stress-induced changes. Finally, pathway-level interpretations are based primarily on transcriptomic data and require further validation using complementary approaches, including targeted gene/protein expression analyses and functional assays.

## 4. Methods

### 4.1. Animals

Adult male mice of the C57BL/6 and CD1 strains were provided by the Center for Genetic Resources of Laboratory Animals at the Institute of Cytology and Genetics SB RAS, Novosibirsk, Russia (RFMEFI61914X0005). The animals were housed under standard conditions (12:12 h light/dark cycle, lights on at 8.00 a.m.; feed-pellets and water were available ad libitum). The mice were weaned at one month of age. Prior to CSDS, mice were group-housed (8–10 animals per cage) in cages measuring 36 × 23 × 12 cm according to institutional guidelines and GOST 33216-2014 [52]. Experiments were performed on mice 10–12 weeks of age [53]. All procedures were approved by the Ethics Committee of the Institute of Cytology and Genetics SB RAS (protocol 20.1, 11 March 2023). Animals were monitored daily throughout the experiment. No surgical procedures were performed and no analgesics were required. Bedding was changed regularly, and all efforts were made to minimize animal suffering and distress.

### 4.2. Experimental Design

C57BL/6 mice were used as experimental animals subjected to CSDS, whereas aggressive CD1 mice were used as resident aggressors during defeat sessions. The use of two different strains is based on the established CSDS paradigm, in which aggressive CD1 mice reliably induce social stress in susceptible C57BL/6 mice [7,18,54,55].

Male mice were randomly assigned to either the control or CSDS group. The CSDS group was exposed to agonistic confrontations for 30 consecutive days. Behavioral responses of defeated mice were assessed on day 29 of CSDS in the experimental cage previously used for agonistic interactions [53]. Behavioral parameters obtained during non-aggressive social contact were subsequently used for hierarchical clustering and subdivision of stressed animals into active coping strategy (AS) and passive coping strategy (PS) phenotypes (see Section 2.1). Intact control animals were housed individually for 5 days prior to the experiment.

A total of 24 h after the final stress session, mice received an intraperitoneal injection of either dexamethasone (2 μg/g body weight) or physiological saline at 9:00 a.m. This pharmacological dose was selected to induce robust and reproducible GR activation and facilitate detection of GR-dependent transcriptional responses [56]. Brain tissues were collected 6 h after DEX administration, a timepoint widely used in mouse dexamethasone suppression paradigms and suitable for assessing integrated glucocorticoid feedback, because it provides sufficient time for the development of both primary and secondary GR-dependent transcriptional responses and capturing downstream glucocorticoid-responsive molecular changes [5,35,36,37]. A total of 6 h after injection, animals were euthanized by rapid decapitation in accordance with the approved protocol and institutional guidelines and brain tissues were collected (Supplementary Methods S1).

To classify mice as passive (PS) or active (AS) coping-strategy phenotypes, we first performed hierarchical clustering on the complete behavioral dataset of all CSDS-exposed animals (n = 25). This initial exploratory analysis identified two animals with highly divergent behavioral profiles that formed isolated single-animal clusters, separate from the main population. Because these profiles were considered atypical and unrepresentative of the core PS/AS phenotypes, these two animals were excluded from further classification. The clustering procedure was then repeated on the remaining 23 animals, yielding 14 PS and 9 AS mice. Notably, the assignment of these 23 animals to the PS/AS clusters was unchanged from their grouping in the full dataset, confirming that the exclusion did not alter the clustering solution.

From each of the final PS and AS subgroups, 8 animals were randomly selected for downstream RNA-sequencing (total n = 16) and subsequently randomized to receive either saline or DEX (2 mg/kg) for further molecular analyses. All behavioral and transcriptomic data presented in this study are derived from these final 16 animals.

RNA was isolated from the prefrontal cortex and dorsal raphe nucleus, followed by RNA-seq library preparation for transcriptomic analysis. Sample sizes were determined based on previous studies using similar CSDS and transcriptomic designs [7,23,24,30]. No statistical power calculation was performed a priori. For RNA sequencing, 24 animals were included: 8 control, 8 PS, and 8 AS mice. Within each experimental group, animals were randomly assigned to receive either saline or DEX (2 mg/kg), resulting in four biological replicates per treatment condition. Following sequencing and initial quality assessment, DRN samples with *Tph2* expression values below the lower outlier threshold (Q1—1.5 × IQR) were excluded from downstream transcriptomic analyses, (1 from DEX-treated PS animals and 2 from DEX-treated AS animals). These samples were considered to have insufficient DRN tissue enrichment and were removed to minimize potential confounding effects associated with tissue collection quality. Final sample sizes for behavioral and transcriptomic analysis are indicated in Figure 1.

### 4.3. Chronic Social Defeat Stress

Prolonged experience of social defeat in male mice was induced using the sensory contact model [18] with some modifications [7]. Mice were housed in a steel cage (14 × 28 × 10 cm) bisected by a perforated transparent partition allowing the animals to see, hear, and smell each other but preventing physical contact. A C57BL/6 mouse was placed into the empty compartment adjacent to a CD1 mouse. The animals were left undisturbed for two days to adapt to new housing conditions and sensory contact before they were subjected to encounters. Every afternoon (14:00–17:00 p.m. local time) the partition was removed for 5 min to encourage aggressive interactions. To minimize the risk of injury and excessive stress, agonistic interactions were closely monitored and terminated immediately by reinstating the partition if intense aggression persisted for more than 1 min or if signs of severe distress or injury were observed. Animals were inspected daily throughout the experiment. During each defeat session, the C57BL/6 mouse was attacked by the aggressive CD1 mouse and showed defensive behavior (sideways postures, upright postures, withdrawal, or freezing). Once a day, after the defeat session, each C57BL/6 mouse was placed in an unfamiliar cage with a new aggressive CD1 mouse behind the partition, allowing continuous visual, olfactory, and auditory contact with the resident aggressor [7,18]. Each CD1 mouse remained in its original cage. Confrontation procedures were performed once a day for 30 days.

### 4.4. Behavior of the Defeated Mice During Social Defeat (Agonistic Confrontation Test)

Behavior in agonistic confrontation was assessed in an experimental cage where animals had previously experienced agonistic interactions. The partition separating the mice was removed, and the behavior of stressed males was recorded for 5 min. Scored behaviors included active defense, escape, freezing, social interest, passive sitting in the corner, bedding scattering, rearing, and grooming. Behavior was analyzed in three contexts relative to the aggressive partner: during attacks, during non-aggressive close social contact/proximity (≤2 cm), and at a distance (>2 cm). Proportions were calculated as percentages of total time in each context. Due to the non-normal distribution of behavioral variables, between-group comparisons were performed using two-sided Mann–Whitney U tests, with *p* < 0.05 considered statistically significant.

Cluster analysis of behavioral data was performed to separate defeated mice according to coping strategy into passive (PS) and active (AS) phenotypes. As victim behavior during attacks strongly depends on aggressor activity, clustering was based on the behavior of stressed animals during non-aggressive contact. Animals displaying extreme or atypical behavioral profiles were excluded from further analysis. Hierarchical clustering was performed in R using the hclust function (method = “average”) on scaled behavioral variables calculated with the dist function.

### 4.5. Brain Collection and RNA Isolation

The PFC was dissected immediately after brain extraction, snap-frozen in liquid nitrogen, and stored at −80 °C until further processing. DRN samples were isolated from cryosections using biopsy punches under cryostat conditions. Detailed tissue collection and dissection procedures are provided in Supplementary Methods S1.

Total RNA was isolated from frozen tissue samples using PureZOL reagent (Bio-Rad Laboratories, Hercules, CA, USA) for PFC samples and ExtractRNA reagent (Evrogen, Moscow, Russia) for DRN samples according to the manufacturers’ protocols. Purified total RNA was additionally cleaned using Agencourt RNAClean XP magnetic beads (Beckman Coulter, Brea, CA, USA).

RNA quantity and purity were assessed using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) for PFC samples and a Qubit 2.0 fluorometer (Thermo Fisher Scientific, Waltham, MA, USA) with the Qubit RNA HS Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA) for DRN samples. RNA integrity was evaluated using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and the Total RNA Nano Kit (Agilent Technologies, Santa Clara, CA, USA). Only samples with an RNA integrity number (RIN) greater than 8.0 were used for transcriptomic analysis.

### 4.6. Library Preparation

Libraries for PFC and DRN were constructed and sequenced separately using the following protocol. In total, 24 samples for PFC and 21 samples for DRN were selected for genome-wide analysis of mRNA expression (RNA-seq). Strand-specific cDNA libraries of the PFC were prepared according to standard New England Biolab protocols (NEBNext Ultra II Directional RNA Library Prep, New England Biolabs, Ipswich, MA, USA). mRNA selection (polyA enrichment) was performed using magnetic beads with oligo-deoxy(T)25 (New England Biolabs, Ipswich, MA, USA). The DNA fragments size selection was carried out using AgencourtAMPure XP Beads (Beckman Coulter, Brea, CA, USA). Then, the resulting libraries were enriched by PCR (9 PCR cycles for PFC and 15 for DRN). The size and amount of the library was assessed by AgilentBioanalyzer, and then subjected to paired-end sequencing using the Illumina XTen platform for PFC and DNBSEQ-T7 for DRN samples (MGI Tech Co., Ltd., Shenzhen, China). RNA-seq library quality metrics are available in Supplementary Table S1. Since RNA sequencing libraries from the PFC and DRN were prepared and sequenced using different platforms and protocols, these datasets were analyzed separately and were not combined into a single differential expression dataset. This approach was used to minimize potential batch-related bias and to ensure comparability within each brain region.

### 4.7. Gene Expression Analysis

On average, 53 million (39–109 million) paired-end reads for PFC and 85 million (69–125 million) for DRN were obtained for each sample (Supplementary Table S1). Strand specificity was higher than 96% for each sample. The percentage of ribosomal bases was not higher than 2%.

Paired-end sequencing data were preprocessed by FASTP v0.20.1 [57], mapped to the reference mouse genome assembly mm10 (GRCm38) with HISAT2 v2.2.1 [58] software and quantified with featureCounts function from Subread package v2.0 [59] using gene reference annotation vM22.

Genes with ≥10 aligned reads in each sample were subjected to differential gene expression analysis in the DESeq2 R package v1.36.0 [60]. Differential gene expression analysis was performed separately for the PFC and DRN using a factorial design including treatment, stress phenotype, and their interaction. Stress effects were evaluated by comparing saline-treated PS and AS groups with saline-treated controls. DEX effects were assessed within each group by comparing DEX- and saline-treated animals. Interaction analysis was performed to identify genes whose response to DEX was modulated by stress phenotype, corresponding to the stress × dexamethasone interaction term in the DESeq2 factorial model. These genes are referred to as stress × DEX interaction DEGs. *p*-values were corrected for multiple comparisons using the Benjamini–Hochberg method, and genes with an adjusted *p*-value (padj) < 0.1 were considered differentially expressed.

Functional enrichment analysis was performed in R using the clusterProfiler (v.4.12.6) package. Gene Ontology (GO) over-representation analysis was conducted on subgroup-specific DEG using the enrichGO function with *Mus musculus* annotations from org.Mm.eg.db. To detect coordinated pathway-level changes, Gene Set Enrichment Analysis (GSEA) was performed on pre-ranked gene lists using the gseGO function. KEGG pathway enrichment analysis was performed using enrichKEGG function. To reduce redundancy among significantly enriched terms, GO term similarity reduction was performed using the simplify function in clusterProfiler, applying semantic similarity-based filtering of overlapping terms. Pathways with adjusted *p*-values (FDR) below 0.05 were considered significantly enriched. Complete enrichment analysis results are provided in Supplementary Tables S2–S4.

### 4.8. Cell-Type-Specific Enrichment

To assess cell-type-specific enrichment of DEGs, we used curated lists of cell-type-specific marker genes from [15], which were derived from published bulk tissue microarray data and single-cell RNA-sequencing data from brain regions. Cortical cell-type marker genes were used to analyze cell-type-specific expression in the PFC, while midbrain marker genes were used for the DRN. Enrichment of DEGs with cell-type-specific markers was assessed using odds ratio (OR) and Fisher’s exact test, with the background defined as all genes tested for differential expression. Analyses were performed with R version 4.4.1. OR and exact *p*-values for enrichment were obtained using the fisher.test() function from the stats package (included in base R).

## 5. Conclusions

Chronic social stress establishes phenotype- and region-specific baseline transcriptional states that shape downstream GR-dependent responses. In the PFC, AS mice exhibit limited baseline alterations but strong GR-induced transcriptional plasticity, particularly in translational and immune-related pathways, consistent with resilience-like adaptive capacity. PS mice display extensive baseline DEGs and pathway remodeling, yet show blunted GR responsiveness, reflecting stress-induced transcriptional saturation and vulnerability. In the DRN, GR activation produces more selective transcriptional changes, primarily involving synaptic- and metabolism-related pathways, with AS animals showing enhanced synaptic signaling and PS animals exhibiting suppression of neuronal projection genes. Collectively, these findings indicate that chronic stress configures distinct transcriptional landscapes that govern the magnitude, organization, and functional specificity of glucocorticoid responses across cortical and subcortical circuits.

## Figures and Tables

**Figure 1:**
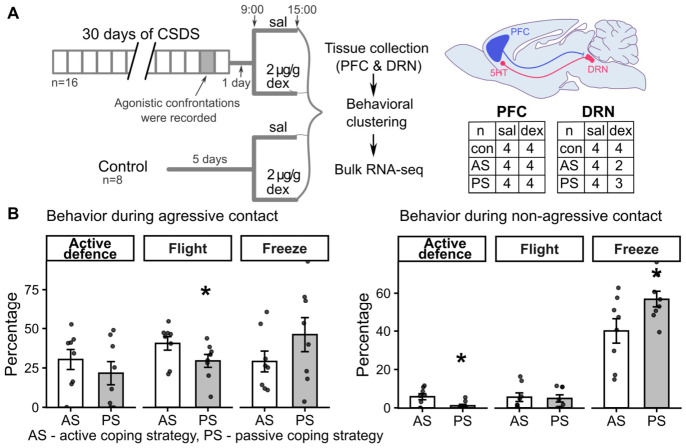
Experimental design and coping strategy stratification in chronic social defeat stress. (**A**) Experimental design. Male mice were randomly assigned to control or chronic social defeat stress (CSDS) groups. Stressed animals were subjected to daily agonistic confrontations for 30 days. Behavioral assessment during the agonistic confrontation test on day 29 was used for clustering of stressed animals into active coping strategy (AS) and passive coping strategy (PS) subgroups. A total of 24 h after the final stress exposure, animals received intraperitoneal injections of dexamethasone or saline, followed by tissue collection 6 h later. Prefrontal cortex and dorsal raphe nucleus samples were used for RNA-seq analysis. Tables on the right indicate the number of RNA-seq libraries generated for each experimental group and brain region. (**B**) Context-dependent behavioral profiles of PS and AS mice in the agonistic confrontation test. Behavioral parameters (% time) were analyzed during attacks and non-aggressive contact with the aggressor. Clustering based on behavior during non-aggressive contact identified two subgroups of stressed mice: PS (passive, increased freezing) and AS (active, increased escape and active defensive postures). Data are shown as mean ± SEM; statistical comparisons were performed using two-tailed Mann–Whitney U tests (*) (n = 8 per group). AS—active copying strategy, PS—passive copying strategy.

**Figure 2:**
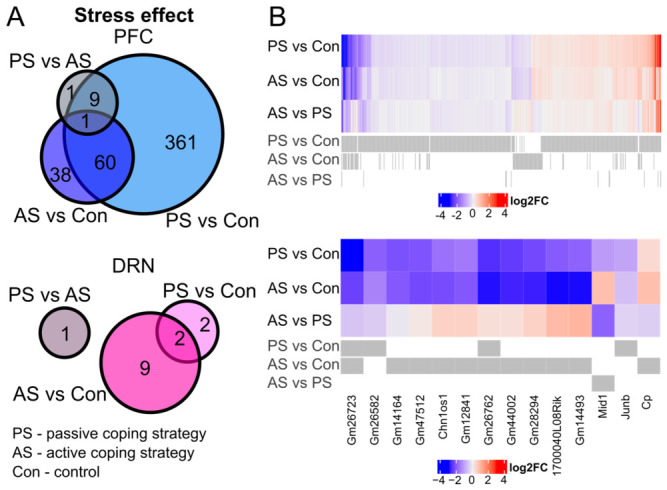
Differential gene expression induced by chronic stress across coping phenotypes. (**A**) Venn diagrams illustrate overlap of differentially expressed genes (DEGs; adjusted *p* < 0.1) in the PFC or DRN identified in saline-treated passive coping (PS vs. Con) and active coping (AS vs. Con) groups relative to saline-treated controls. (**B**) Heatmaps of the combined DEG lists for each region. Gray annotation bars below the heatmaps indicate in which specific comparison each gene reached statistical significance.

**Figure 3:**
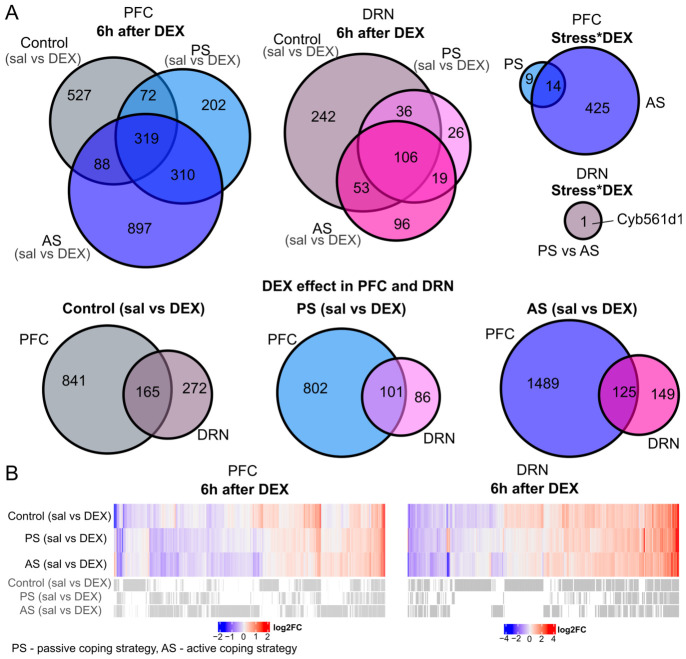
Differential gene expression induced by dexamethasone (6 h) across coping phenotypes. (**A**) Venn diagrams illustrate overlap of differentially expressed genes (DEGs; adjusted *p* < 0.1) in the PFC and DRN identified by comparing dexamethasone- and saline-treated animals within control (DEX vs. Sal), passive coping (PS DEX vs. Sal), and active coping (AS DEX vs. Sal) groups. (**B**) Heatmaps of the combined DEG lists for each region. Gray annotation bars below the heatmaps indicate in which specific comparison each gene reached statistical significance.

**Figure 4:**
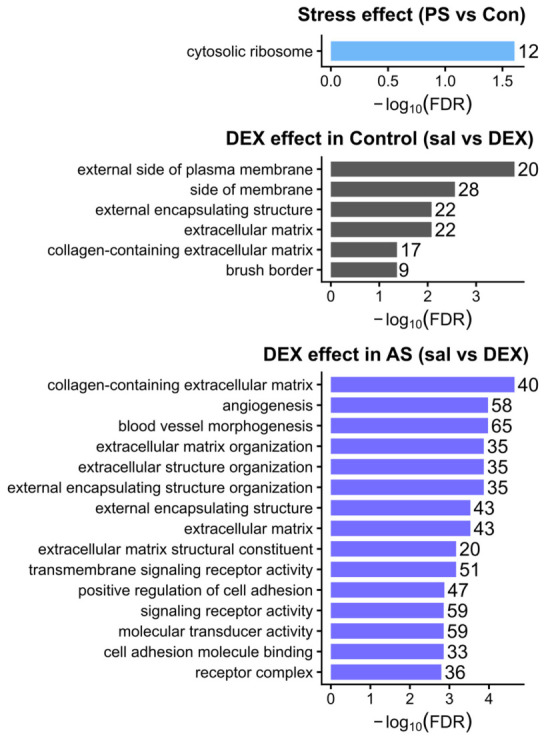
Gene Ontology enrichment of phenotype-specific differentially expressed genes in PFC. GO analysis was performed on unique DEGs associated with stress effects (PS vs. Con and AS vs. Con under saline conditions) and dexamethasone effects (DEX vs. Sal within PS and AS groups) to identify phenotype-specific molecular signatures. Numbers adjacent to bars indicate the number of DEGs within each category. Bars are color-coded by comparison group. AS, active coping strategy; PS, passive coping strategy.

**Figure 5:**
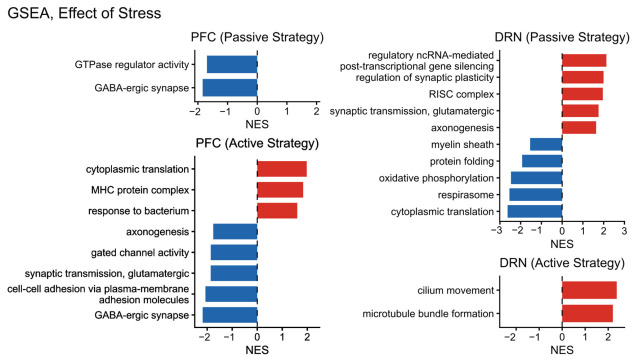
Gene Set Enrichment Analysis (GSEA) reveals stress-associated alterations in functional gene programs. Panels show selected enriched pathways in the PFC and DRN under stress conditions (FDR < 0.05). Bars represent Normalized Enrichment Scores (NES) for selected categories. Positive NES (red) indicate upregulated pathways, negative NES (blue) indicate downregulated pathways.

**Figure 6:**
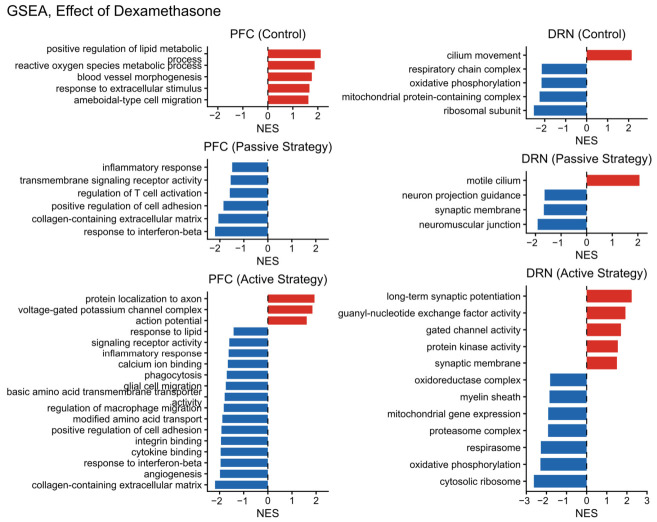
Gene Set Enrichment Analysis (GSEA) reveals dexamethasone-induced remodeling of functional gene programs. Panels show selected enriched pathways in the PFC and DRN following Dexamethasone treatment (FDR < 0.05). Bars represent Normalized Enrichment Scores (NES) for selected categories. Positive NES (red) corresponds to upregulated pathways, negative NES (blue) to downregulated pathways.

**Figure 7:**
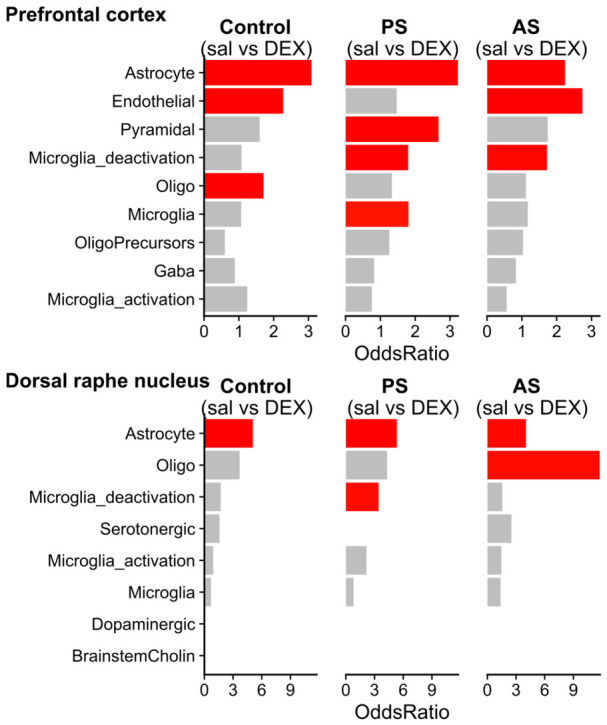
Enrichment of DEG sets (*p* adj < 0.1) with cell-type-specific genes. The *x*-axis shows the odds ratio (OR) as a measure of enrichment. Significant enrichments (*p* < 0.05) are marked in red; non-significant changes (*p* > 0.05) are shown in gray. AS, active coping strategy; PS, passive coping strategy.

## Data Availability

Raw and processed RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession numbers GSE330674 (BioProject PRJNA846517) and GSE330675 (BioProject PRJNA1433139).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms27146442/s1. Reference [61] is cited in the Supplementary Materials.

# Supplementary material for: Phenotype-Specific Transcriptomic Responses to Glucocorticoid Signaling in the Prefrontal Cortex and Dorsal Raphe Nucleus Following Chronic Social Stress
**Source:** Int J Mol Sci. 2026 Jul 20;27(14):6442. doi: 10.3390/ijms27146442
**Supplement:** Supplementary file 1

## Tissue collection

The prefrontal cortex (PFC) was dissected immediately after brain extraction and stored at  $-80^{\circ}\text{C}$  until further use. For PFC isolation, the olfactory bulbs were first removed, after which the cortical region spanning approximately 0.75 to 3.25 mm anterior to bregma was dissected at an angle of approximately  $30^{\circ}$ . The resulting teardrop-shaped tissue block included the secondary motor cortex, anterior cingulate cortex, orbital cortex, prelimbic cortex, and infralimbic cortex, all considered components of the murine prefrontal cortex ([61] Carlén, 2017) (Figure S1).

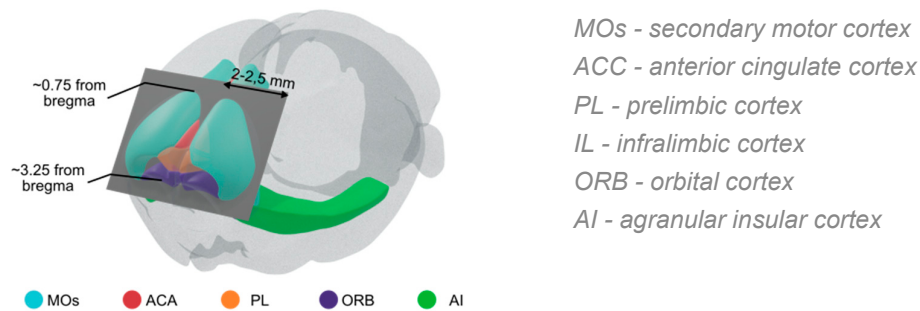

**Figure S1. Murine PFC structure** Brain samples containing the dorsal raphe nuclei (DRN) were embedded in OCT compound (optimal cutting temperature compound), frozen in liquid nitrogen, and stored at  $-70^{\circ}\text{C}$  until processing. The DRN region was isolated according to the coordinates of the Allen Mouse Brain Atlas, corresponding to 4.240-4.655 mm posterior to bregma (coronal levels 96-100). Depending on the rostrocaudal level, the target area ranged from approximately  $0.5 \times 0.5$  mm to  $1 \times 1$  mm (Figure S2). Control cryosections were prepared to verify the anatomical localization of the structures. Subsequently, 3-4 cryosections ( $100\ \mu\text{m}$  thick) were obtained from each adult mouse brain using a cryostat. Tissue samples were collected using a Sample Corer biopsy punch (Fine Science Tools) with an inner diameter of 0.5 mm. All procedures were performed at  $-20^{\circ}\text{C}$  within the cryostat chamber. Collected tissue samples were immediately transferred into ExtractRNA reagent (Evrogen, Russia), and RNA isolation was performed immediately thereafter.

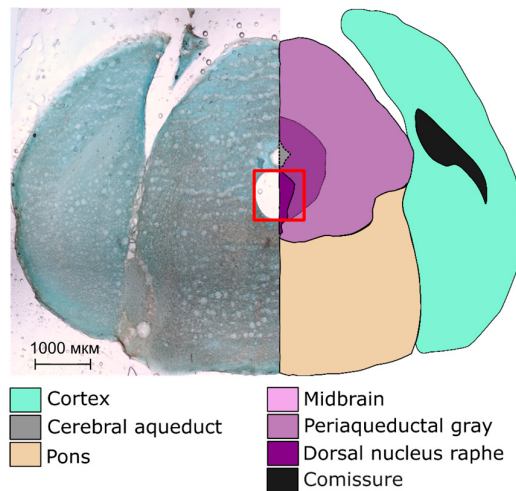

**Figure S2.** Structure of the mouse dorsal raphe nuclei (DRN) and the region used for tissue collection. The left panel shows a representative microscopic image, whereas the right panel presents a schematic illustration. The red box indicates the DRN area dissected for the study

How the deposited data were processed for this re-analysis (not part of the article)

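Bulk RNA-seq of the PFC was analysed in 24 male C57BL/6 mice, in 6 groups of 4 (control, PS and AS animals, each with saline or DEX). Groups and mouse numbers were taken from the sample labels and the supplementary tables of the paper. Each mouse gave 1 library, and mouse numbers do not recur between groups, so no pairing was modelled. The DRN libraries were not analysed here.

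The authors trimmed the reads with fastp, aligned them to mm10 with HISAT2, assigned them to GENCODE vM22 genes with featureCounts and normalized them with DESeq2. The deposited signal values are gene counts that the authors divided by one size factor per library. The deposited log2 fold changes were made by the authors in DESeq2 with a factorial model of treatment, phenotype and their interaction. The p-values that the authors deposited are those of the same DESeq2 model, with Benjamini-Hochberg adjustment. The alignment, the counting and the size factors are therefore part of every value, and reads placed on several genes, or on a gene and its copy, cannot be reassigned from them. Genes named as pseudogenes, and families of near-identical genes such as H2-Q6, are uncertain for this reason.

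In each library, the deposited values were whole multiples of the value of 1 read, within a tolerance of 0.01 read, for 100% of the values. Whole reads were recovered from them and used for depth and for the count models. The recovered depth ran from 21121869 to 59439645 reads on genes, and genes with few reads were measured with less precision. Of the 14074 genes in the table, 913 had fewer than 10 recovered reads in at least 1 library and 272 in every library. The authors' tables give p-values for 14060 genes, and these 14060 genes were tested.

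Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a trend) on log2(normalized count + 1), with one mean per group and all 24 libraries in one model. The 9 comparisons were PS and AS against control and against each other with saline, DEX against saline in control, PS and AS animals, and the differences between these DEX responses (interactions). Genes with a Benjamini-Hochberg adjusted p under 0.1 were called DEGs. The same log2 values gave list scores per library, as the mean over the genes of a list after centring each gene on the 24 libraries.

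Gene sets were 26 lists and symbol families, of which 23 had at least 5 genes tested. They were markers of endothelial, mural, astrocyte, oligodendrocyte, oligodendrocyte precursor, microglia, pyramidal neuron, GABAergic neuron, striatum, blood and leptomeninges cells or tissues, targets of the glucocorticoid receptor, interferon response, antigen presentation and immediate early genes, cytosolic ribosomal proteins, ribosomal protein pseudogenes, collagens, GABA and glutamate receptor subunits, potassium channel subunits, protocadherins and mitochondrially encoded genes. The lists for olfactory bulb, choroid plexus and motile cilium had too few genes tested and gave no test. The sets were tested with limma's camera at an inter-gene correlation of 0.01, with fry and an estimated correlation beside it, and with Benjamini-Hochberg adjustment over 207 pairs of a set and a comparison at an adjusted p under 0.05. DEGs of the stress and DEX comparisons were tested against 8 cell type lists with Fisher's exact test over 48 pairs. Gene Ontology and KEGG annotation and the marker lists of the paper's source were not used here, so that terms were followed through the genes that Tables S2 and S4 list for them.

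The genes named in the text were those the paper names, in each DEX comparison, those with the largest rise and fall among DEGs whose groups did not overlap (up to 3 each way per comparison, and by size for the interactions), Fkbp5, Tsc22d3, Sgk1 and Nr3c1 as a check of the DEX labels, and the 2 genes of each list with the highest mean, of which some are not reported here. A fold against a group with at most 3 reads in each library is given as a lower bound.

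The limma, edgeR and DESeq2 steps were tested on simulated counts drawn from the means and depths of the real libraries, with 200 or 222 of 14060 genes changed, depending on the comparison. Across comparisons, limma recovered 63.1% to 93.7% of the changed genes with 5.45% to 11.7% false calls, and DESeq2 recovered 68.0% to 95.5% with 14.2% to 20.9% false calls, at a nominal 10%. Where nothing had been changed under stress, limma and edgeR made 0 calls and DESeq2 made 6. Camera called 3 of 3 changed pairs and 0 others.

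Alternatives were a pseudocount of 8, only genes with a mean of at least 100 normalized counts, all genes in the table, quantile normalization, a model of only the groups compared, log2 library size as a covariate, edgeR 4.0.16 quasi-likelihood and DESeq2 1.42.0 Wald tests on the recovered reads, edgeR on reads thinned to 21121869 per library, and each library left out in turn. A minimum of 10 recovered reads in each library and the 5'-to-3' coverage bias of Table S1 as a covariate were added after seeing the data. Other splits of the libraries and simulated groups against the same controls were drawn up to 100 times each.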

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

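The test of the share of vascular tissue was set before its result was seen, and the other tests of explanations in this part were chosen only after the result was seen. In 19 of 402 groups of 4 libraries (4.73%), 1 library lay far from the other 3, where chance gives 5%, so that single cases carry little weight. In AS-DEX mouse 60, the endothelial score was -0.0684 (the other 3 lay between -0.72 and -0.63), the immediate early gene score 0.43 (0.02 to 0.08), the protocadherin score -0.43 (0.05 to 0.12), the score of mitochondrially encoded genes 0.15 (-0.18 to -0.12) and the normalized count of Gkn3 35.5 (18.4 to 20.3). In AS-Sal mouse 44, the protocadherin score was -0.34 (0.02 to 0.07), the potassium channel score -0.20 (-0.04 to -0.01) and the count of Itgb8 1267 (1989 to 2172). The 5'-to-3' coverage bias of Table S1 is a ratio of 5' to 3' coverage, so a low value is a strong skew toward the 3' end. These mice have the lowest ratios of the 24 libraries, 0.644 in AS-Sal 44 and 0.663 in AS-DEX 60, and so the strongest skew. A candidate explanation of their low protocadherin scores is therefore RNA or coverage quality. Over the other 22 libraries, the score and the bias had Pearson's r = 0.287 (permutation p = 0.197) and Spearman's rho = 0.255 (permutation p = 0.252), with r = 0.284 without the 2 farthest libraries. With so few libraries at so low a ratio, quality and a difference between these mice cannot be told apart, and no biological explanation was tested.

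The other far libraries were scattered. PS-Sal mouse 28 had 59439645 recovered reads, the most of all libraries, against 21493398 to 26195067 in the rest of its group. The score of the choroid plexus list, which here rests on the gene Aqp1 alone, was 2.79 in PS-DEX mouse 34 (-1.28 to -0.75). The leptomeninges score was 0.31 in AS-DEX mouse 72 (-0.45 to -0.37), the interferon response score 0.45 in AS-Sal mouse 40 (0.14 to 0.19) and the glutamate receptor score -0.22 in Con-DEX mouse 101 (0.04 to 0.09). Gm24187 had 17.0 normalized counts in AS-Sal mouse 40 (75.3 to 102), Lcn2 36.9 in Con-DEX mouse 112 (75.5 to 84.9), Plin4 169.7 in Con-Sal mouse 109 (55.2 to 59.4) and 24.8 in PS-Sal mouse 28 (48.4 to 55.0), Pf4 22.4 in AS-Sal mouse 8 (33.5 to 35.9) and Fkbp5 888 in Con-Sal mouse 109 (761 to 773). Plin4 and Fkbp5, which are both in the list of glucocorticoid receptor targets, were high in the same saline-treated control mouse, 109. No explanation was tested for these libraries.

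The response to DEX differed between AS and control animals in 49 genes, of which Ppic (-1.60), H2-Eb1 (-1.53) and Mmrn2 (-1.48) had the lowest interactions on the log2 scale. Endothelial markers fell after DEX in AS and not in control animals. The 23 markers had a median interaction of -0.91, 23 of 23 lower, and the 12 mural markers one of -0.80 (camera in limma, Benjamini-Hochberg adjusted p = 3.60e-18 and 3.67e-09, with fry 0.0750 and 0.0508, which did not pass). The coverage bias as a covariate left the endothelial median at -0.91, and library size as a covariate at -0.87, which argues against either trend as the whole cause. A candidate explanation is the share of vascular tissue in the dissected piece. If it were the cause, a gene's relation to the endothelial score within groups would predict its interaction. Over 13986 genes outside the vascular lists, the predicted and observed interactions had r = 0.316 across genes, which are not independent replicates (one-sided permutation p = 0.022, from shuffles of the libraries within groups). The same prediction from library size gave r = 0.247 (one-sided permutation p = 0.017) and that from the coverage bias r = -0.0649 (one-sided permutation p = 0.61), so that the relation is not specific to the vascular share. Within groups, the endothelial and mural scores moved together over the 24 libraries (r = 0.891, permutation p = 1e-05, the smallest these permutations can give, rho = 0.904, and r = 0.831 without the 2 farthest). The 23 markers are all expressed in the PFC, with Flt1 at a mean of 1756 and Ptprb at 1249 normalized counts. With the endothelial score as a covariate, 380 genes passed after DEX in AS in place of 1237, of which 332 were shared, and 3 passed the interaction in place of 49, of which 2 were shared. A response of vascular cells to DEX in AS animals stays open as well and was not tested, since a covariate removes both alike.

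The highest interactions in AS were those of the ribosomal protein pseudogenes Rpl17-ps8 (3.40), Rpl36-ps2 (3.21) and Rpl19-ps7 (3.20) on the log2 scale. That of Rpl36-ps2 depends on the pseudocount, because its DEX-treated control libraries had at most 3 reads. As a family, 39 such genes were higher in Con-Sal than in PS-Sal (median log2 fold change -0.59, 25 of 39 lower), AS-Sal (-0.30) and Con-DEX libraries (-0.39), while 366 other pseudogenes had a median of 0.09 in PS-Sal. The 2 of the family with the most reads, Rpl17-ps10 and Rpl31-ps8, were higher in PS-Sal, by 0.73 and 0.16. The AS-Sal median was -0.11 without AS-Sal mouse 40 and -0.18 without Con-Sal mouse 109, and the Con-DEX median -0.26 without Con-Sal mouse 117. One group had at most 3 reads in each library for 1 gene in PS and 1 in Con-DEX, and with these at their bounds the medians were -0.59 and -0.39. On reads thinned to equal depth the PS median was -0.71, which argues against library size. The score of glucocorticoid receptor targets in PS-Sal minus that in Con-Sal libraries was -0.0384 (two-sided exact permutation p = 0.657). DEX in control animals raised this score by 1.16. This argues against receptor activity at the time of collection as a cause shared by stress and DEX. Earlier activity, during the stress, was not measured and stays open. Genomic DNA in the Con-Sal libraries stays open. The intronic percentage of Con-Sal minus that of the other 20 libraries was -0.24 (two-sided exact permutation p = 0.644), but a small share of DNA would not move it. Reads of abundant parent transcripts placed on their copies stay open too. Over 59 pseudogenes with a parent tested, parent abundance and the change in PS had rho = -0.147 (permutation p = 0.265), and the 24 of them that are not ribosomal had a median of 0.38. The pattern may be technical, and these sources cannot be told apart from a change in the control animals, because the same 4 Con-Sal libraries enter all 3 comparisons and the interactions.

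Gm24187 and Gm24270 were among the largest rises under stress in PS animals. A candidate source is ribosomal RNA counted on these short genes. Over the 20 libraries outside PS-Sal, the count of Gm24187 followed the percentage of ribosomal bases of Table S1 with Spearman's rho = 0.868 and Pearson's r = 0.878 (permutation p = 1e-05 each, the smallest these permutations can give, adjusted p = 1.4e-05 over 7 relations), and r was 0.861 without the 2 farthest libraries. That percentage was 2.16 in PS-Sal mouse 2 and 1.42 in PS-Sal mouse 62. A change of the genes themselves in PS animals was not tested.

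Some of the largest DEX responses are in genes that the paper does not discuss. The lncRNA Gm11827 rose by 3.67 in control, 3.29 in PS and 2.53 in AS animals on the log2 scale, Plin4 by 3.65, 4.59 and 4.34, and Tekt4 by 3.01, 3.98 and 3.10. For each of these 3 genes, the DEX and saline libraries did not overlap in any phenotype (two-sided exact permutation p = 0.0286, the smallest that 4 against 4 allow). No technical explanation was tested for these genes, and the DEX treatment itself is the difference between the groups.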

How the results depend on the processing

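Alternatives were chosen before the data were examined, except a minimum of 10 recovered reads in each library and the coverage bias as a covariate, which were chosen after seeing the data, and no other tests in this part were chosen after the result was seen. No paired analysis was possible because each mouse has its own number and gave 1 library. Of 180 counts, correlations and slopes under an alternative, 151 stayed within 1.5 times or within the spread and 29 moved. Of 811 values of named genes, 753 kept their direction and their side of the threshold, 30 lost and 19 gained it, and 9 changed sign. With 1 library left out, 329 of 384 and 548 of 672 stayed, and of the named genes 105 lost and 5 gained the threshold and 14 changed sign. The DEX counts of control and PS animals, the genes shared by the 3 DEX lists, the correlation of PS and AS and both slopes moved under none of the alternatives run for them, apart from DEX in control animals without Con-DEX mouse 101 (609 in place of 915).

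The fit on only the groups compared gave 538 DEGs of stress in PS (213 with all groups), 756 of DEX in AS (1237), 1 for the interaction in PS (0) and 91 for that in AS (49). The DESeq2 Wald test gave 431 in PS, 98 in AS (26) and 11 between them (0), 60 shared stress genes (19), and 23 and 440 for the interactions. With edgeR the interaction in AS had 98 genes, and 86 on thinned reads. Library size as a covariate gave 136 and 15 for stress in PS and AS, and 7 for the interaction in AS. A mean of at least 100 counts, which tests fewer genes, gave 5 for stress in AS, 5 shared and 1 for the interaction in AS. A pseudocount of 8 gave 9 for the interaction in PS. Quantile normalization gave 5 and 32 for the interactions. Under it, 4 of 20 stress DEGs in AS rose and 16 fell (8 and 18 otherwise), and 22 of the interaction genes in AS were higher and 10 lower (26 and 23). A minimum of 10 reads, which drops low genes, gave 9 for stress in AS and 9 shared. The coverage bias as a covariate gave 4 between PS and AS, and 10 and 203 for the interactions. Of 207 set and comparison pairs, 101 passed with camera, 14 with fry and 3 with an estimated correlation. Of 48 cell type pairs, 6 passed, 0 with genes that rose alone and 5 with genes that fell alone. Apart from the filters, which leave fewer genes to test, the cause was not tested.

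With each library left out in turn, the stress DEGs of PS ran from 57 (without PS-Sal mouse 2) to 350 (AS-Sal 44), those of AS from 12 (Con-Sal 109) to 49 (Con-DEX 101) and those between them from 0 to 5 (AS-Sal 44). DEX DEGs ran from 609 (Con-DEX 101) to 1034 (AS-DEX 60) in control, from 508 (PS-Sal 2) to 873 (AS-DEX 60) in PS and from 671 (AS-Sal 8) to 1980 (AS-Sal 44) in AS animals. The interaction ran from 0 to 3 (PS-DEX 56) in PS. In AS it ran from 4 (Con-Sal 117, AS-Sal 8, AS-Sal 40 or AS-DEX 42) to 690 (AS-Sal 44). Between AS and PS it was 0 in every fit (346 genes at an unadjusted p under 0.05 with all libraries). Shared genes ran from 12 (Con-Sal 109) to 29 (Con-DEX 101) under stress and from 227 to 301 after DEX. The correlation ran from 0.659 to 0.748, the slope of AS from 0.845 to 0.979 and that of PS from 0.754 to 0.957, the set pairs from 95 to 115 and the cell type pairs from 4 (Con-DEX 101) to 9 (AS-DEX 72). AS-Sal mouse 44 can enter a comparison of PS with control animals only through the spread that all groups share in one fit. Otherwise the cause was not tested.

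The changes of sign concerned log2 fold changes near 0, none past the threshold in the limma fit. For 2900052N01Rik in AS (7.72e-04), they were -0.00207 with library size, -0.00137 with edgeR, -0.00189 with DESeq2, -0.0522 on thinned reads and -6.62e-04 with the coverage bias, and from -0.0337 to 0.0276 with 1 library left out (below 0 without AS-Sal 14, AS-Sal 44, AS-DEX 60 or AS-DEX 72). For Crocc in PS (-0.00894), they were 0.00427 with edgeR, 0.00415 with DESeq2 and 0.00722 on thinned reads, and from -0.0917 to 0.118 with 1 library left out (above 0 without PS-Sal 62, PS-Sal 68, PS-DEX 34 or PS-DEX 52). For Itgb8 in control animals (-0.00957), the value was 0.128 with the coverage bias, and from -0.0480 to 0.0447 with 1 library left out (above 0 without Con-Sal 107, Con-Sal 109, Con-DEX 101 or Con-DEX 112). Htr1a in control animals (0.13) ran from -0.0154, without Con-DEX 112, to 0.295, and Ugt8a in PS (-0.0857) from -0.163 to 0.00479, without PS-DEX 34. The cause was not tested. Depth limits the genes with few reads, such as the 272 genes under 10 reads in every library, where a fold change rests on a handful of reads.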

Differences from the paper's values

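No tests were chosen for this part after the results were seen, apart from the settings marked as such. A setting is said to close a gap where its value came within 1.5 times of the paper's. With saline, the paper reports 431 DEGs between PS and control animals, against 213 here. Of the alternatives set before the data were examined, a fit on only the groups compared gave 538, the DESeq2 Wald test on recovered reads 431, and limma without AS-Sal mouse 44 or without AS-DEX mouse 60 gave 350 or 294, which closed the gap in this sense, with DESeq2 alone at the paper's count. A pseudocount of 8 (217), a mean of at least 100 counts (158), all genes (213), quantile normalization (206), library size as a covariate (136), edgeR (213), edgeR on thinned reads (194) and the other fits without 1 library did not. For the DEGs in PS only, the paper gives 361 and the value here was 194. In the same sense, these fits closed this gap, with 520, 362 (DESeq2), 320 and 271, as did leaving out PS-DEX mouse 34 (254), and the other alternatives set before the data were examined did not.

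For 5 further counts, the DESeq2 Wald test on recovered reads closed the gap and none of the other alternatives set before the data were examined did. Between AS and control animals, the paper reports 99 DEGs, against 26 here and 98 with DESeq2. For the DEGs in AS only, the paper gives 38, against 7 here and 38 with DESeq2. Between PS and AS animals, the paper gives 11 DEGs, against 0 here (673 genes at an unadjusted p under 0.05) and 11 with DESeq2. For the interaction in PS, the paper gives 23, against 0 here (1406 at an unadjusted p under 0.05) and 23 with DESeq2. For the interaction in AS, it gives 439, against 49 here and 440 with DESeq2. DESeq2 is the tool that the paper's methods name.

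Among microglia markers that changed after DEX in PS animals, the paper gives 66% lower, against 100% of 8 here, and among astrocyte markers 64% lower, against 25% of 4 here. None of the alternatives set before the data were examined closed these gaps. The marker lists used here are shorter than those of the paper and were written independently of them.

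The paper states that Hrh1 responded to DEX in all groups. In PS animals its log2 fold change of -0.31 did not pass the limma threshold here, and it passed with a fit on only the groups compared, the DESeq2 Wald test, edgeR on thinned reads and the coverage bias as a covariate, the last chosen after seeing the values. The paper also names Itgb8 in PS and Ugt8a and Crocc in AS animals among the DEX-responsive genes, which did not pass here (-0.48, 0.38 and -0.33). Itgb8 passed with a fit on only the groups compared, with the DESeq2 Wald test and with the coverage bias as a covariate, chosen after seeing the values. Ugt8a passed with quantile normalization, the DESeq2 Wald test, edgeR on thinned reads and without AS-Sal mouse 44. Crocc passed with a mean of at least 100 counts, quantile normalization, edgeR, the DESeq2 Wald test, without AS-Sal mouse 44 or AS-DEX mouse 60, and with at least 10 reads in each library, the last chosen after seeing the values.

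The paper states that endothelial markers were enriched among the DEGs of DEX-treated control animals and mostly rose. Here 0 of 23 endothelial markers were DEGs in control animals, with a median log2 fold change of 0.17, and the list did not pass under any alternative run. It also states an enrichment of astrocyte markers in control and PS animals, where 4 of 17 were DEGs in each here. Unadjusted, the two-sided Fisher's exact p was 0.0214 in control and 0.0114 in PS animals, which is under the threshold of 0.05 in the legend of Fig. 7, and these enrichments did not pass the adjustment over 48 pairs used here. They passed it in control animals without Con-Sal mouse 106 or Con-DEX mouse 112, and in PS animals without any one of the 4 PS-Sal mice, without PS-DEX mouse 6, 34 or 52, and with the coverage bias as a covariate, the last chosen after seeing the values. The paper further states an enrichment of astrocyte markers in AS and of pyramidal neuron markers in PS animals. Here 4 of 17 and 1 of 12 were DEGs (two-sided Fisher's exact test, unadjusted p = 0.0562 and 0.486). For control animals it states lower ribosomal terms after DEX, and the 82 cytosolic ribosomal protein genes had a median of -0.01 here, with 45 lower and 37 higher. They were lower, and passed with camera, without Con-DEX mouse 101 (-0.09) and with the coverage bias as a covariate (-0.07), the last chosen after seeing the values. For PS animals it states a lower GABAergic synapse under stress, where 14 GABA receptor subunits, a smaller set than the pathway, had a median of 0.01 here.

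From counts of DEGs, the paper states that the DEX response of the PFC was smaller in PS and larger in AS animals than in control animals. The slope of the log2 fold changes on those of control animals was 0.877 in PS, over the DEGs of AS. It was 0.905 in AS, over the DEGs of PS. Simulations of an equal response gave medians of 0.947 and 0.905, with 18 and 50 of 100 draws as low. The slope of AS leaves out the 644 DEGs called in AS animals alone, so it cannot show a response of more genes in AS.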

Other observations

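The tests of gene lists, the counts over other splits and the test of shared control libraries were set before their results were seen, and the tests of the number of DEX DEGs in AS, of the relation of leptomeninges and endothelial scores and of the simulated share of stress DEGs of PS with the same sign were chosen only after the result was seen. The number of DEGs was compared with that of other splits of the same 8 libraries into 4 and 4. For stress in PS and in AS, and for DEX in control and in PS animals, 1 of the 35 splits, the real one, gave as many DEGs, and the highest count of another split was 0, 1, 8 and 74. Between AS and PS with saline, 35 of the 35 splits gave at least the 0 DEGs observed. For DEX in AS, 2 of the 35 splits did. The other put AS-DEX mice 38, 42 and 60 with AS-Sal mouse 44 and gave 1419 DEGs against 1237. Another split, AS-DEX mice 42, 60 and 72 with AS-Sal mouse 44, which has the largest difference in coverage bias of all 35 (0.148), gave 1112. With the coverage bias as a covariate, chosen after seeing the data, 1428 genes passed in AS, of which 1205 were among the 1237. Some of the DEGs of AS may therefore reflect how these libraries differ apart from DEX. With phenotype labels permuted within treatments 100 times, as many genes passed the interaction in 100 draws for PS (0 genes), 7 for AS (49 genes, with up to 1364 in another draw) and 100 for AS against PS (0 genes). A slope as low was found in 25 of 100 draws for PS and 31 of 100 for AS. As many genes shared under stress, as high a correlation and as many genes shared after DEX came up in 1 of 100 draws each, the real one. Set pairs were as many in 8 of 100 draws, where the median draw gave 75 of 207 pairs, and cell type pairs in 2 of 100.

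More genes passed after DEX in AS (1237) than in control animals (915). On reads thinned to equal depth edgeR gave 1237 and 853, which argues against the depth of the AS libraries. A candidate explanation is the spread that all 6 groups share in one fit. With a fit on only the groups compared, 756 genes passed in AS and 757 in control animals. The median residual SD over genes was 0.158 in AS-DEX and 0.141 in AS-Sal, against 0.129 in Con-DEX and 0.124 in Con-Sal libraries, so a shared spread is smaller than that of the AS groups. A larger response of AS animals stays open.

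The interactions of PS and AS with DEX resembled each other, with r = 0.756 across genes. Unchanged groups simulated against the same control libraries gave a median r of 0.518, and 3 of 100 draws gave an r as large, up to 0.842. Much of the resemblance may thus come from the control libraries that both share. Likewise, 174 of the 213 stress DEGs of PS changed in the same direction after DEX in control animals (81.7%), comparisons that share the Con-Sal libraries. As many genes in the simulated groups shared the sign with a median of 94.4%, and 87 of 100 draws gave a share as large.

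Most limma calls were also calls of the authors' deposited table, with 211 of 213, 26 of 26, 886 of 915, 752 of 759, 1229 of 1237 and 49 of 49 calls shared for stress in PS and AS, DEX in control, PS and AS, and the interaction in AS. All calls of the authors' deposited table had the same direction in limma. That table has 175 genes higher and 256 lower under stress in PS, and 170 higher and 269 lower for the interaction in AS.

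Several gene lists moved in comparisons that, apart from oligodendrocyte genes under stress in AS, belong at no claim above. The 13 leptomeninges genes had a median log2 fold change of 0.42 and 0.57 under stress in PS and AS, and after DEX 0.51 in control, -0.59 in PS and -0.58 in AS animals (camera in limma, Benjamini-Hochberg adjusted p = 0.00142, 1.75e-05, 0.00137, 2.11e-05 and 5.21e-04). None passed with fry. The median in PS after DEX was -0.28 without PS-DEX mouse 34, and that under stress in PS was 0.24 without PS-Sal mouse 62, where camera did not call it, and 0.64 without PS-Sal mouse 68. Within groups, the leptomeninges and endothelial scores had r = 0.491 (permutation p = 0.0149) and rho = 0.413 (permutation p = 0.0469, adjusted p = 0.0174 and 0.0547 over 7 relations), and r = 0.131 without the 2 farthest libraries, so the relation rests on those. The 5 blood genes fell after DEX in PS with a median of -0.80, 5 of 5 lower (camera adjusted p = 0.00215 in limma, fry 0.223). Of 18 oligodendrocyte genes, 18 were lower under stress in AS (median -0.36, camera adjusted p = 5.44e-09 in limma, fry 0.218, and -0.21 and -0.24 without Con-Sal mouse 117 and AS-Sal mouse 8), and their response to DEX was higher in AS than in control animals for 18 of 18 (median 0.64, camera adjusted p = 4.34e-13, fry 0.0859). The 12 immediate early genes rose after DEX in PS, 12 of 12 higher, with a median of 0.46 (camera adjusted p = 2.66e-08 in limma, fry 0.0463), and fry did not call them in 15 of 24 fits that each left out 1 library. The 31 mitochondrially encoded genes had a median of -0.16 after DEX in PS (camera adjusted p = 0.00891 in limma, fry 0.421), and -0.04 after quantile normalization, where camera did not call them, as without PS-Sal mouse 2. The 8 striatum genes had a median of 0.13 after DEX in AS, which passed with fry (adjusted p = 0.00415 in limma) and not with camera (0.0709), and the median ran from 0.02, without AS-DEX mouse 38, to 0.23, without AS-Sal mouse 44. Of 12 pyramidal neuron genes 10 had a higher DEX response in AS than in control animals (median 0.30, camera adjusted p = 0.00315, fry 0.0956, and 0.19 without Con-DEX mouse 101). The 12 GABAergic neuron genes passed in none of the comparisons. The DEX response of the 14 GABA receptor subunits was higher in AS than in PS, with a median of 0.14 and 13 of 14 higher (camera adjusted p = 3.68e-04 in limma, fry 0.351), and it was 0.08 without AS-DEX mouse 42 and 0.23 without AS-DEX mouse 60. The 69 potassium channel subunits had a median of 0.04 after DEX in AS (camera adjusted p = 0.0432 in limma, fry 0.344). It ran from 0.02, without AS-Sal mouse 44, to 0.09, without AS-DEX mouse 60, and camera did not call the set in 5 of the 24 fits, among them that without AS-Sal mouse 44 (adjusted p = 0.407 in limma). The paper names potassium channel activity among the categories that rose after DEX in AS animals, in a sentence that speaks of the DRN. All calls but those passing with fry rest on a preset correlation between genes.

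For 3 lists that Table S4 gives after DEX, the genes fell in majority. In PS, 15 of 21 focal adhesion genes fell (median -0.31) and 16 passed the limma threshold, in a list drawn from more DEGs than the 202 that the paper counts in PS only. In AS, 31 of 45 MAPK signaling genes (median -0.32) and 27 of 35 focal adhesion genes (median -0.43) fell, and 34 and 29 passed. These lists were drawn from DEGs of the same libraries and are not independent evidence.

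Genes that the paper names for the DRN were also measured in the PFC. After DEX, Cp rose by 0.87 on the log2 scale in control animals (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0281) and changed by -0.07 in PS and -0.20 in AS animals. Igf1r rose by 0.42, 0.30 and 0.29 in control, PS and AS animals (adjusted p = 0.00167, 0.0271 and 0.0306 in limma). Maoa fell by 0.22 in PS (adjusted p = 0.0595), Junb rose by 0.58 in PS (adjusted p = 0.0859) and Pdgfra by 0.37 in control animals (adjusted p = 0.0671). Mid1, Cyb561d1 and Grin2c did not pass the limma threshold in any of the 3. Htr1d and Htr5b are not among the genes tested.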
